# PARP2 poly(ADP-ribosyl)ates nuclear factor erythroid 2-related factor 2 (NRF2) affecting NRF2 subcellular localization

**DOI:** 10.1038/s41598-023-35076-w

**Published:** 2023-05-15

**Authors:** Laura Jankó, Emese Tóth, Miklós Laczik, Boglárka Rauch, Eszter Janka, Bálint L. Bálint, Péter Bai

**Keywords:** Cell signalling, Nuclear transport, Post-translational modifications, Transcription, Biochemistry

## Abstract

PARP2 is a member of the PARP enzyme family. Although, PARP2 plays role in DNA repair, it has regulatory roles in mitochondrial and lipid metabolism, it has pivotal role in bringing about the adverse effects of pharmacological PARP inhibitors. Previously, we showed that the ablation of PARP2 induces oxidative stress and, consequently, mitochondrial fragmentation. In attempt to identify the source of the reactive species we assessed the possible role of a central regulator of cellular antioxidant defense, nuclear factor erythroid 2-related factor 2 (NRF2). The silencing of PARP2 did not alter either the mRNA or the protein expression of NRF2, but changed its subcellular localization, decreasing the proportion of nuclear, active fraction of NRF2. Pharmacological inhibition of PARP2 partially restored the normal localization pattern of NRF2 and in line with that, we showed that NRF2 is PARylated that is absent in the cells in which PARP2 was silenced. Apparently, the PARylation of NRF2 by PARP2 has pivotal role in regulating the subcellular (nuclear) localization of NRF2. The silencing of PARP2 rearranged the expression of genes encoding proteins with antioxidant function, among these a subset of NRF2-dependent genes.

## Introduction

Cellular redox control and response to oxidative damage is vital for cell survival^1–3^. An intricate and widespread web of proteins are involved in conferring protection to cells against oxidative stress^1–3^. PARP1, PARP2 and PARP3 enzymes that belong to the PARP enzyme family, can readily respond to oxidative-stress induced DNA strand breaks and induce different forms of cell death^4–7^. The majority of cellular PARP activity can be attributed to PARP1 and PARP2, of which PARP1 is responsible for the majority^8–10^. PARP1 and PARP2 can introduce poly(ADP-ribose) (PAR) chains onto target proteins^10–17^ that can subsequently change their biological activity by modifying the biochemical activity or cellular localization^18^. PARP1 and PARP2 share multiple functions, encompassing their involvement in DNA repair^19,20^ or transcriptional regulation^19,21^. PARP2 is related to oxidative stress-associated pathologies and has pathological roles in these scenarios^8,22–26^. We recently showed that the silencing of PARP2 induces oxidative, but not nitrosative stress in different cellular models^27^. The source of the reactive oxygen species (ROS) is partly mitochondrial, however there are still unidentified sources^27^. We set out to identify the source of the remainder of reactive species in PARP2-silenced cells.

Multiple PARP inhibitors were developed for the pharmacological modulation of cellular PARP activity^28–30^. These inhibitors inhibit multiple PARP enzymes^31^. A subset of these inhibitors is now available in the clinical practice^28–30^ of which olaparib (Lynparza^®^) was the first to be registered^32,33^ Olaparib is an anticancer drug registered for the treatment of ovarian cancer, nevertheless, clinical studies are carried out to encompass the treatment of breast, prostate and pancreatic cancer^28–30^. Although in ovarian, breast and pancreatic cancer the use of olaparib is limited to the patients carrying BRCA mutations, it appears that the deficiency of other DNA repair factors may also sensitize cells for pharmacological PARP inhibition.

Oxidative stress may be elicited by a decrease in the activity or expression of antioxidant defense systems. Nuclear factor erythroid 2 (NFE2)-related factor 2 (Nfe2l2, or NRF2) is a transcription factor that has predominant role in regulating the expression of a set of antioxidant genes^34–36^. NRF2 forms a complex with the Kelch Like-ECH-Associated Protein 1 (KEAP1) that co-localizes NRF2 to Cul-3-RBx1-E3 (Cullin-3-ring box-1 E3) ubiquitin ligase complex for degradation^37–40^. However, KEAP1 has several redox-sensitive cysteine residues that are oxidized upon oxidative stress^41,42^ and, hence, KEAP1 releases NRF2, preventing its degradation^43–46^. NRF2 then translocates to the nucleus and dimerizes with other transcription factors, for example the members of the Maf family^47,48^. The heterodimers bind to EpRE/ARE-response elements in gene promoters and drive their transcription^47,49^. There are over 200 NRF2-dependent genes in humans, the majority of which are enzymes that detoxify cellular oxidative damage^35,50–52^.

PARP1 was shown to regulate NRF2-dependent transcription through binding to Maf proteins and, through that, modulate the DNA-binding capacity of NRF2^53,54^. Furthermore, there are important overlaps in the function of PARP enzymes and NRF2 in multiple organ systems, for example in the cardiovascular system^3,52,55–57^. Given the structural and functional overlap between PARP1 and PARP2^19,20^ we set out to assess whether there are connections between NRF2 and PARP2 and whether the deregulation of NRF2 could be the source of oxidative stress upon PARP2 silencing.

## Results

### PARP2 PARylates NRF2 and regulates its intracellular localization

PARP2 has important metabolic roles and modulates mitochondrial metabolism in multiple metabolically active tissues^19,20,58,59^, among these, skeletal muscle^23,60,61^, therefore, we chose C2C12 cells as cellular model for our studies^23^. To assess changes to the function of NRF2 upon PARP2 silencing, we applied a C2C12 cell line pair in which PARP2 was downregulated using an shRNA approach (shPARP2 C2C12) and its isogenic counterpartner expressing a sequence that has no target in murine or human cells (scPARP2 C2C12)^23,62^. We verified the downregulation of PARP2 mRNA and protein expression in the shPARP2 C2C12 cell line as compared to the scPARP2 C2C12 cell line (Fig. 1A,B). Next, we showed that the silencing of PARP2 does not affect the mRNA expression of NRF2 (Fig. 1C). We also assessed the expression of the NRF2 protein using two different antibodies from different sources, as in the literature there is an ambiguity in the apparent molecular mass of NRF2 (68–130 kDa) and different antibodies detect different NRF2 bands^63–65^. We applied antibodies that were validated in a previous study^65^. Silencing of PARP2 did not change the protein expression of NRF2 significantly (Fig. 1D). Finally, we showed that the mRNA expression of other members of the NRF2 system (KEAP1, MAFG, MAFK) is not different between scPARP and shPARP2 C2C12 cells (Fig. 1E,F). We were unable to detect the mRNA transcript of MAFF.

**Figure 1:**
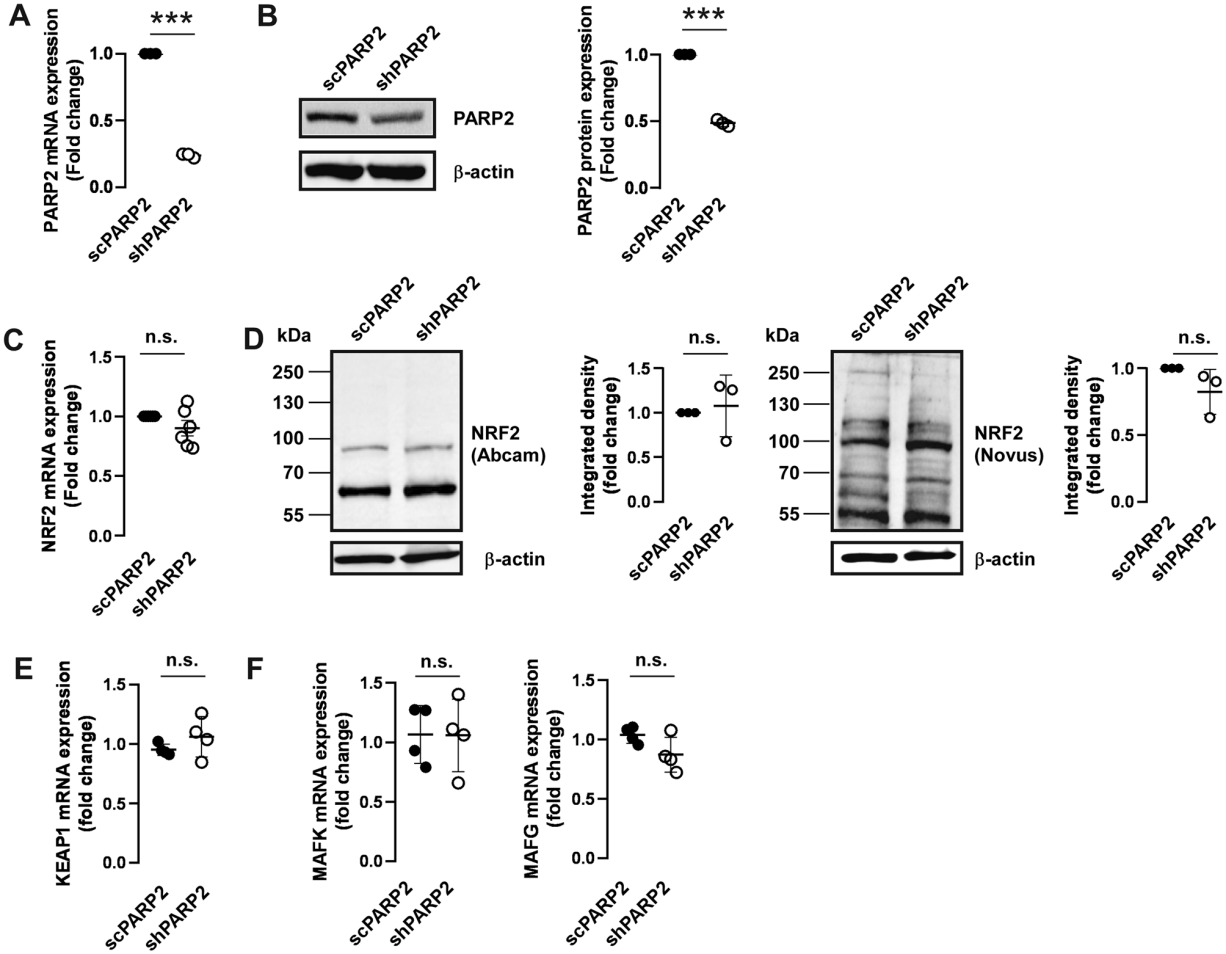
The silecing of PARP2 does not interfere with the expression of the elements of the NRF2 system. (**A**,**B**) 200 000 cells from scPARP2 and shPARP2 C2C12 cells were seeded into a 6-well plate and the expression of PARP2 was determined by (**A**) RT-qPCR (n = 3) and (**B**) Western blotting (n = 3). (**C**,**D**) 200 000 cells from scPARP2 and shPARP2 C2C12 cells were seeded into a 6-well plate and the expression of NRF2 was determined by (**C**) RT-qPCR (n = 6) and (**D**) Western blotting (n = 3) using the antibodies indicated. **(E**,**F)** 200 000 cells from scPARP2 and shPARP2 C2C12 cells were seeded into a 6-well plate and the expression of (**E**) KEAP1 and (**F**) the indicated MAF genes was determined by RT-qPCR (n = 3). Numerical values are presented as the average ± SD. Statistical significance was determined using paired, two-tailed Student’s t-test. ***Represent statistically significant differences between the scPARP2 and shPARP2 C2C12 cells at p < 0.001. n.s.—not significant.

Next, we assessed the localization of NRF2. Silencing of PARP2 drastically decreased the nuclear localization of NRF2 (Fig. 2) suggesting that PARP2 is needed for the nuclear translocation of NRF2. PARP enzymes, among them PARP2, can produce large, branched and negatively charged polymers on target proteins^10^ that can modulate their localization and biochemical activity^66^. We hypothesized that PARP2 can PARylate NRF2. Indeed, when NRF2 was immunoprecipitated from cellular extracts we were able to detect PAR chains on the large molecular weight form of NRF2 protein (> 130 kDa; Fig. 3A). PAR chains were largely reduced in shPARP2 cells (Fig. 3A) suggesting a dominant role for PARP2 in PARylating NRF2. In good agreement with that, pharmacological PARP inhibition by PJ34 reduced the nuclear localizaiton of NRF2 in control cells, while PARP inhibitors did not affect NRF2 localization in shPARP2 cells (Fig. 3B).

**Figure 2:**
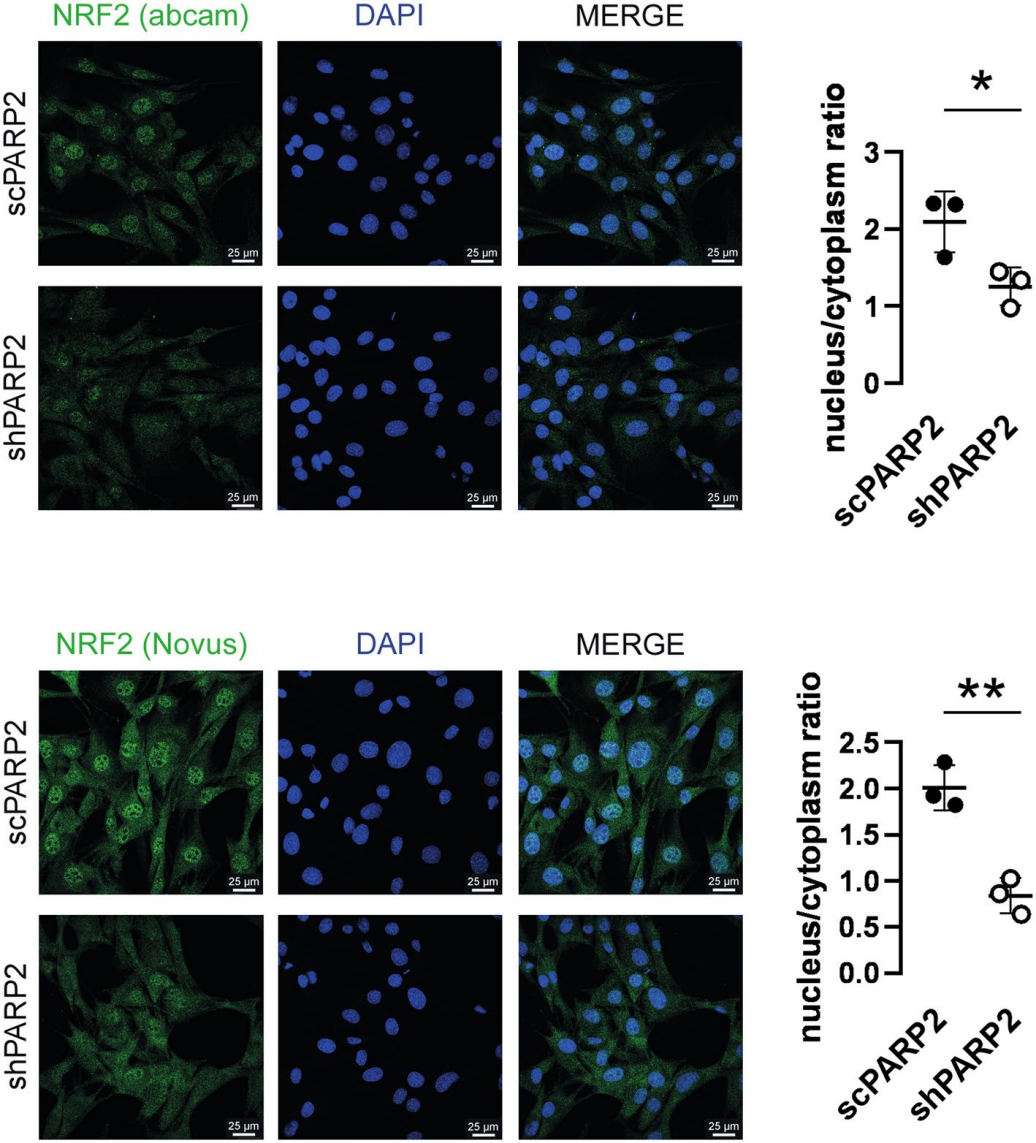
Silencing of PARP2 reduces the nuclear fraction of NRF2. 70 000 cells from scPARP2 and shPARP2 C2C12 cells were seeded into a 24-well plate on glass coverslips. The cells were stained with NRF2 specific antibody and nuclei were visualized using DAPI (n = 3). Images were analyzed using ImageJ software (50/50 cells were measured). For each biological replicate an average was generated that is depicted on the graph. Representative immunofluorescence images are presented in the figure. Numerical values are presented as the average ± SD. Statistical significance was determined using paired, two-tailed Student’s t-test. *Or **statistically significant differences between the scPARP2 and shPARP2 C2C12 cells at p < 0.05 or p < 0.01, respectively.

**Figure 3:**
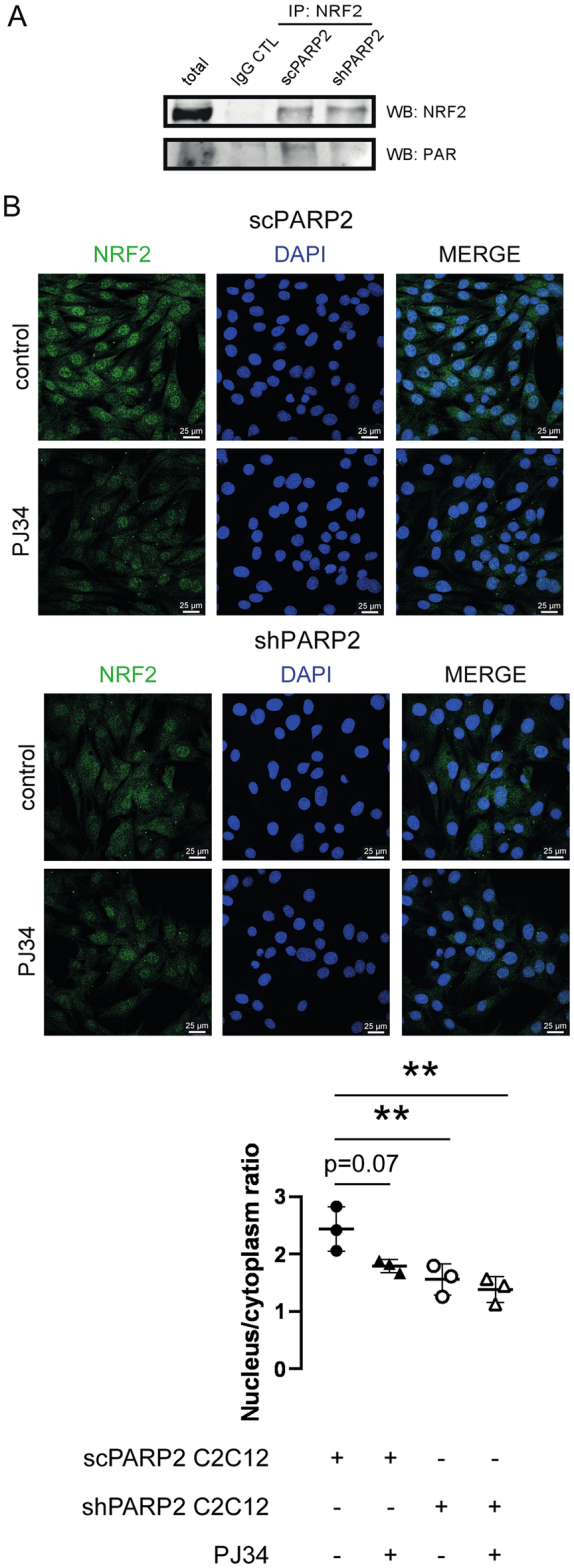
The PARylation of NRF2 by PARP2 is responsible for the nuclear localization of NRF2. (**A**) 200 000 cells from scPARP2 and shPARP2 C2C12 cells were seeded into a 6-well plate and PARylation level of NRF2 was determined by immunoprecipitating NRF2 and embranes were probed with NRF2 or PAR antibody in Western blotting (n = 2). (**B**) 40 000 cells from scPARP2 and shPARP2 C2C12 cells were seeded into a 24-well plate on glass coverslips and treated with 3 µM PJ34 for 24 h. After treatment, the cells were stained with NRF2 specific antibody and nuclei were visualized using DAPI (n = 3). Images were analyzed using ImageJ software (measured cells: 50 from each group). Representative Western blot images are presented in (**A**) and representative immunofluorescence images are presented in (**B**). Numerical values are presented as the average ± SD. Statistical significance was determined using ANOVA followed by Tukey’s post-hoc test. **Statistically significant differences between the scPARP2 and shPARP2 C2C12 cells at p < 0.01.

To verify these findings with an alternative method, we performed cell fractionation based on the Sanders salt fractionation tachnique^67^. Fractionation was verified using antibodies against glyceraldehyde-3-phosphate-dehydrogenase (GAPDH) and Lamin A/C. GAPDH was detected only in the cytosol, while Lamin A/C was detected only in the nucleus (Fig. 4), verifying the specificity of the fractionation experiment. NRF2 signal was detected in both the cytosolic and the nuclear fraction, however, the apparent molecular weight of the signal was different in the compartments. The apparent molecular weight was higher in the nucleus (~ 110 kDa and ~ 160 kDa) than in the cytosol (~ 65 kDa and ~ 90 kDa) (Fig. 4). The ~ 110 kDa form was mostly detected in the cytosol, while the smaller isoforms were rather specific for the cytosol (Fig. 4). The cytosolic NRF2 signal increases, while the nuclear NRF2 signal decreases when PARP2 is silenced or olaparib is applied that points towards decreases to the nucleus-to-cytoplasm ratio of NRF2.

**Figure 4:**
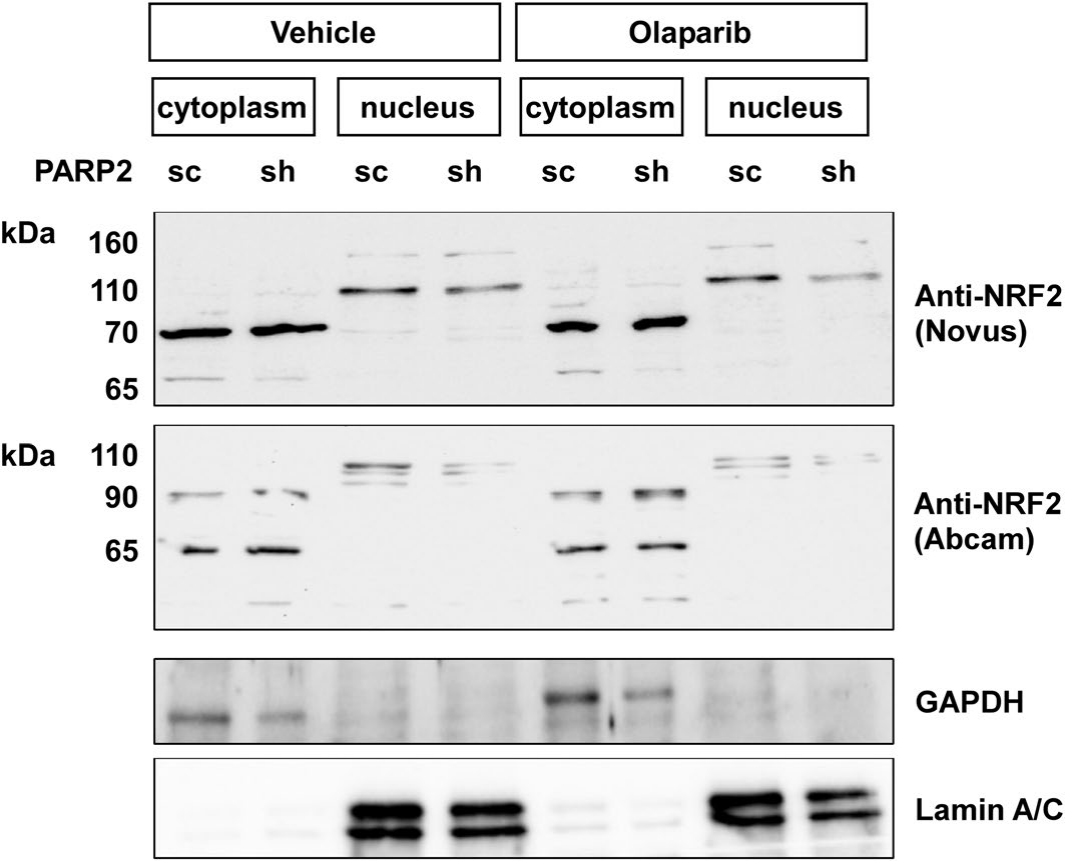
Lower nuclear NRF2 is detected in shPARP2 C2C12 cells. 1.5 × 10^6^ sc/shPARP2 C2C12 were seeded in Petri dishes; a set of cells were treated with 1 µM olaparib for 24 h. Then cells were harvested by scraping and cells were fractionated. Protein from the indicated fractions were separated by SDS-PAGE and the separated proteins were blotted. Blots were developed with the antibodies indicated.

### Silencing of PARP2 leads to the repression of NRF2-dependent genes

We turned to decipher the possible consequences of the interaction between PARP2 and NRF2. 

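PARP2 mRNA was lower in shPARP2 than in scPARP2 C2C12 cells on the arrays. The probe set of Parp2 (10414497) read 9.04 ± 0.10 (SD, n = 3 arrays) on the log2 scale in scPARP2 cells and 7.97 ± 0.15 (SD, n = 3 arrays) in shPARP2 cells. This is a log2 fold change of -1.07 (standard error 0.10, adjusted p = 0.00103 from limma), which leaves 47.6% of the signal. C2C12 is a mouse myoblast line, and the cells had received a lentiviral shRNA that was either specific for PARP2 (shPARP2) or scrambled (scPARP2). Total RNA from 3 samples of each line was hybridized to Affymetrix mouse gene expression arrays, one sample to an array. The deposited table gives log2 expression for 35556 probe sets, made by the authors of the arrays with RMA according to the submitters' processing notes. The medians of the 6 arrays lay between 7.04 and 7.18. The arrays of shPARP2 cells differed more from each other than those of scPARP2 cells, with a median SD per probe set of 0.142 against 0.0753. Across probe sets, the Pearson r between arrays was 0.995 within scPARP2 cells, 0.989 to 0.992 within shPARP2 cells and 0.979 to 0.983 between the lines. A least squares model with empirical Bayes moderation was fitted in limma to the deposited values, and p-values were adjusted by the Benjamini-Hochberg method over all probe sets. At an adjusted p under 0.05, 3345 probe sets were higher and 3249 were lower in shPARP2 cells. A gene was read from the brightest of the probe sets that name only that gene, which gave 19938 genes. Of these genes, 2469 rose and 2308 fell. The precision is limited by the 3 arrays per line. No source used here says that the replicates were separate cultures, so the p-values measure the spread between these samples, which may be technical. Without scPARP2 replicate 1, 2 or 3 the higher probe sets numbered 1961, 1953 and 1842 and the lower ones 1826, 1761 and 1779. The HepG2 arrays were not analysed here.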

To that end we reanalyzed a microarray experiment performed on scPARP2 and shPARP2 C2C12 cells^60^ and another, assessing gene expression changes between scPARP2 and shPARP2 HepG2 cells^68^. We assessed changes to the expression of genes with antioxidant function as described in the Materials and Methods section. Silencing of PARP2 reduced the expression of a set of antioxidant genes roughly comprising the half of all antioxidant genes assessed in both settings, while the remainder of the antioxidant genes were upregulated (Fig. 5A,B). 

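In shPARP2 C2C12 cells, a few antioxidant genes moved in each direction and most did not pass the test. Of the 26 antioxidant genes shown for C2C12 cells in Fig. 5A, 23 had a probe set naming a single gene. Of these, 5 fell (Srxn1, Trp53inp1, Apoe, Sod1 and Aaed1), 4 rose (Sod3, Vimp, Prdx2 and Sod2) and 14 did not pass the test in limma at an adjusted p under 0.05. Adjusted over the list alone, 6 were lower and 4 were higher. By sign alone, 15 log2 fold changes were below 0 and 8 were above 0. Apoe, which encodes the lipid carrier apolipoprotein E, read 9.80 ± 0.08 (SD, n = 3) in scPARP2 and 9.03 ± 0.27 (SD, n = 3) in shPARP2 cells, a log2 fold change of -0.77 (standard error 0.14, adjusted p = 0.0117 from limma). Aaed1, now named Prxl2c, had a log2 fold change of -0.30 (standard error 0.08, adjusted p = 0.0389 from limma). Vimp, now named Selenos, a selenoprotein of the endoplasmic reticulum, had one of 0.53 (standard error 0.14, adjusted p = 0.0437 from limma). The genes Apom, Prdx4, Hp, Apoa4, Kdm3b, Fam213b and Sepw1 had log2 fold changes between -0.15 and 0.20, and their adjusted p-values lay between 0.218 and 0.995. The mean signal of 6 of the 14 genes that did not pass (Fabp1, Apom, S100a8, S100a9, Hp and Fam213b) was below the median of all probe sets, where changes are harder to see. The directions in Fig. 5A come from these same arrays and had been seen, so these counts are not independent evidence of direction. Without scPARP2 replicate 2 the lower genes numbered 3, and the higher genes numbered 1 without scPARP2 replicate 1 or 3 and 2 without scPARP2 replicate 2 or shPARP2 replicate 3. The call of Apoe ended without scPARP2 replicate 2 (adjusted p = 0.0518), that of Aaed1 without each array but shPARP2 replicate 3 (adjusted p from 0.0666 to 0.137), and that of Vimp without each array but shPARP2 replicate 2 (0.0544 to 0.133) and with quantile normalization (0.0544).

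**Figure D1:**
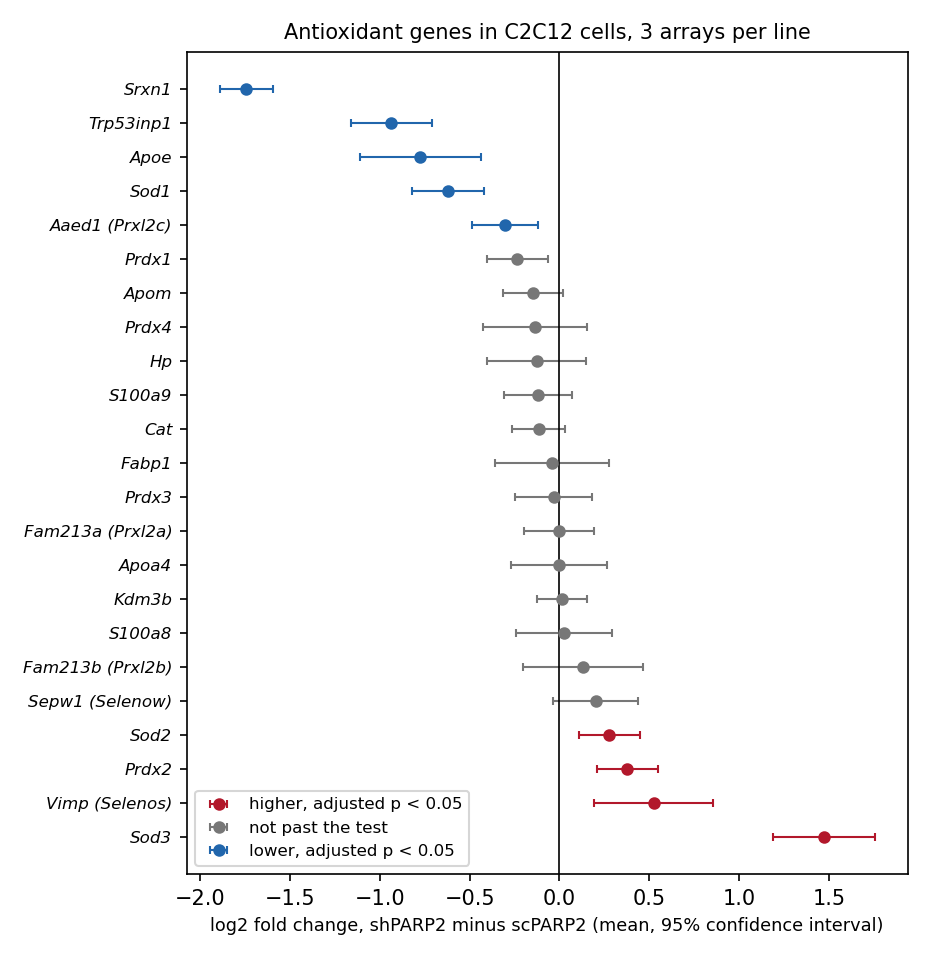
Log2 fold change between shPARP2 and scPARP2 C2C12 cells (horizontal axis) of the 23 antioxidant genes of Fig. 5A that have a single-gene probe set, with current symbols in brackets. Points are the fitted differences of 3 arrays against 3 and bars their 95% confidence intervals; blue and red points are the 5 lower and 4 higher genes past an adjusted p of 0.05, and the 14 grey points lie within 0.23 below and 0.20 above 0.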

Changes were in the same magnitude as in the case of the RT-qPCR study (± 1.5–twofold).

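The 9 antioxidant genes that passed the test in C2C12 cells changed by 1.21-fold to 3.35-fold on the arrays. The change was under 1.5-fold for 4 of them (Sod2, Aaed1, Prdx2 and Vimp) and between 1.5-fold and 2-fold for 3 (Sod1, Apoe and Trp53inp1). Srxn1, the sulfiredoxin that repairs oxidized peroxiredoxins, and Sod3, the extracellular superoxide dismutase, changed by more than 2-fold. Among the 14 genes that did not pass, the largest difference was 1.18-fold, for Prdx1. At an adjusted p under 0.05 together with a change of at least 1.5-fold, 4 genes were lower and 1 was higher in shPARP2 cells.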

**Figure 5:**
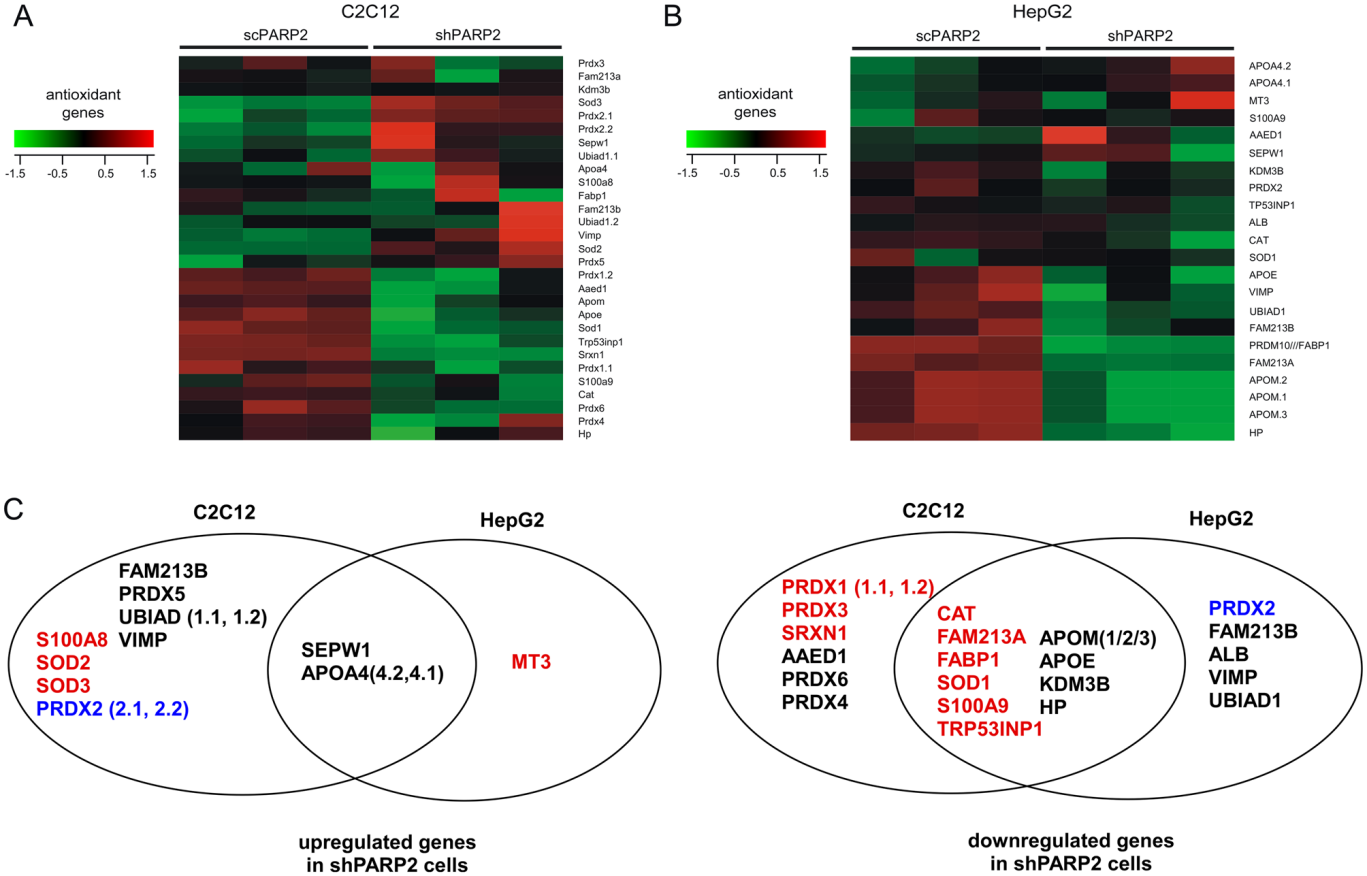
Silencing of PARP2 reorganizes the expression of antioxidant genes. (**A**,**B**) The expression of genes involved in antioxidant defense were assessed by the reanalysis of microarrays assessing (**A**) scPARP2 and shPARP2 C2C12 and (**B**) scPARP2 and shPARP2 HepG2 cells. (**C**) The differentially expressed redox genes identified upon the reanalysis of the microarrays were grouped as a function of the expression changes and were depicted in Venn-diagrams. In black, the NRF2-independent genes, in red the NRF2-dependent genes with similar changes between the microarray experiments. In blue, the NRF2-dependent genes with different expression between the microarray experiments.

We grouped the up and downregulated antioxidant genes in both cell lines, assessed which genes are regulated anonimously between the cell lines and identified NRF2-dependent genes through literature search. Those genes were considered NRF2-dependent the expression of which was regulated by NRF2, those that are NRF2 partners or only modulated NRF2 activity be interfering with redox homeostasis (e.g. antioxidants as albumin) were not considered NRF2-dependent. Among the differentially regulated genes catalase (CAT)^69^, fatty acid binding protein 1 (FABP1)^70^, Family With Sequence Similarity 213, Member A (FAM213A)^71^, metallothionein (MT(3))^72^, peroxiredoxin 1 (PRDX1)^35^, peroxiredoxin 2 (PRDX2)^73^, peroxiredoxin 3 (PRDX3)^74,75^, superoxide dismutase 1 (SOD1)^76^, superoxide dismutase 2 (SOD2)^77^, superoxide dismutase 3 (SOD3)^78^, sulforedoxin 1 (SRXN1)^35^, S100A8^79^, S100A9^79^ and Tumor protein p53-inducible nuclear protein 1 (TRP53INP1)^80^ were identified as NRF2-dependent genes. Out of these, CAT, FAM213A, FABP1, SOD1, S100A9 and TRP53INP1 were downregulated both in shPARP2 C2C12 cells and shPARP2 HepG2 cells, while PRDX1, PRDX3 and SRXN1 were downregulated only in C2C12 cells (Fig. 5C). 

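In C2C12 cells 3 of these 9 genes fell. Srxn1, which reactivates overoxidized peroxiredoxins, read 12.04 ± 0.02 (SD, n = 3 arrays) in scPARP2 and 10.30 ± 0.04 (SD, n = 3 arrays) in shPARP2 cells, a log2 fold change of -1.74 (standard error 0.06, adjusted p = 3.75e-05 from limma). Trp53inp1, a stress protein induced by p53, fell by 0.94 on the log2 scale (standard error 0.09, adjusted p = 0.00135 from limma). Sod1, the cytosolic superoxide dismutase, fell by 0.62 (standard error 0.08, adjusted p = 0.00378 from limma). For these 3 genes each shPARP2 array read lower than every scPARP2 array. Prdx1, a cytosolic peroxidase, has a pair of single-gene probe sets that lay on either side of the threshold. The brighter one (10436048) had a log2 fold change of -0.23 (standard error 0.07, adjusted p = 0.0708 from limma) and the other (10507328) one of -0.28 (standard error 0.08, adjusted p = 0.0493 from limma). Cat, which encodes catalase, had a log2 fold change of -0.12 (standard error 0.06, adjusted p = 0.281 from limma). The log2 fold changes of S100a9, Fabp1, Prdx3 and Fam213a were -0.12, -0.04, -0.03 and -0.0044, with adjusted p-values of 0.393, 0.890, 0.866 and 0.983. Fabp1 and S100a9 were dim, at the 8.74th and 29.5th percentile of the mean signal of all probe sets. The brighter Prdx1 probe set passed when dim probe sets were left out (adjusted p = 0.0311), among single-gene probe sets only (0.0383), with array weights (0.0231) and with a trended, robust variance (0.0154).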

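In C2C12 cells Prdx2, a cytosolic thioredoxin-dependent peroxidase, rose on both of its single-gene probe sets. The brighter one (10356999) read 12.13 ± 0.08 (SD, n = 3 arrays) in scPARP2 and 12.51 ± 0.03 (SD, n = 3 arrays) in shPARP2 cells, a log2 fold change of 0.38 (standard error 0.07, adjusted p = 0.0129 from limma). The dimmer one (10573483) read 9.38 ± 0.05 and 9.90 ± 0.20 (SD, n = 3 arrays each), a log2 fold change of 0.52 (standard error 0.11, adjusted p = 0.0221 from limma). The call on the brighter probe set ended without scPARP2 replicate 1 (adjusted p = 0.0612) or scPARP2 replicate 3 (adjusted p = 0.0602). The level in HepG2 cells was not analysed here.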

The expression of PRDX2 was differentially regulated between the two cell models (Fig. 5C). S100A8, SOD2 and SOD3 were upregulated in shPARP2 C2C12 cells and MT3 in shPARP2 HepG2 cells (Fig. 5C). 

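Sod3, the secreted superoxide dismutase, rose most among these genes in C2C12 cells, from 8.64 ± 0.07 (SD, n = 3 arrays) in scPARP2 to 10.12 ± 0.21 (SD, n = 3 arrays) in shPARP2 cells. Its log2 fold change was 1.47 (standard error 0.12, adjusted p = 0.000604 from limma). Sod2, the mitochondrial superoxide dismutase, had a log2 fold change of 0.28 (standard error 0.07, adjusted p = 0.0398 from limma), and each shPARP2 array read higher than every scPARP2 array. Without any one of the scPARP2 replicates, or without shPARP2 replicate 2 or 3, the adjusted p of Sod2 lay between 0.0537 and 0.144. S100a8, which forms the calprotectin complex with S100a9, read 5.56 ± 0.01 and 5.59 ± 0.21 (SD, n = 3 arrays each), a log2 fold change of 0.03 (standard error 0.11, adjusted p = 0.915 from limma). It was dim, at the 20.5th percentile of the mean signal of all probe sets. Mt3, a metal-binding metallothionein, had a log2 fold change of -0.05 (standard error 0.10, adjusted p = 0.803 from limma) in C2C12 cells.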

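Over the 14 NRF2-dependent genes named by the paper, all of which have a single-gene probe set, 3 fell in shPARP2 C2C12 cells (Srxn1, Trp53inp1 and Sod1), 3 rose (Sod3, Prdx2 and Sod2) and 8 did not pass the test in limma at an adjusted p under 0.05. Adjusted over the list alone, 4 were lower and 3 were higher. By sign alone, 10 log2 fold changes were below 0 and 4 were above 0. As a set, the genes had a median log2 fold change of -0.05 and did not stand apart from all other genes (camera, adjusted p = 0.503, and adjusted p = 0.863 with an estimated correlation). A test of whether they moved, on balance, one way without a comparison with other genes gave an adjusted p of 0.000358 (fry). The study picked these genes among those it found changed on these arrays or on arrays of HepG2 cells, so neither the counts nor the p-value from fry are independent evidence of a change. The higher genes numbered 1 without scPARP2 replicate 1 or 3. The paper sorted the antioxidant genes by the direction of their change in each cell line and marked as NRF2-dependent those whose expression its literature search tied to NRF2 (Fig. 5C). In the title of the section it states that silencing of PARP2 represses NRF2-dependent genes.

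**Figure D2:**
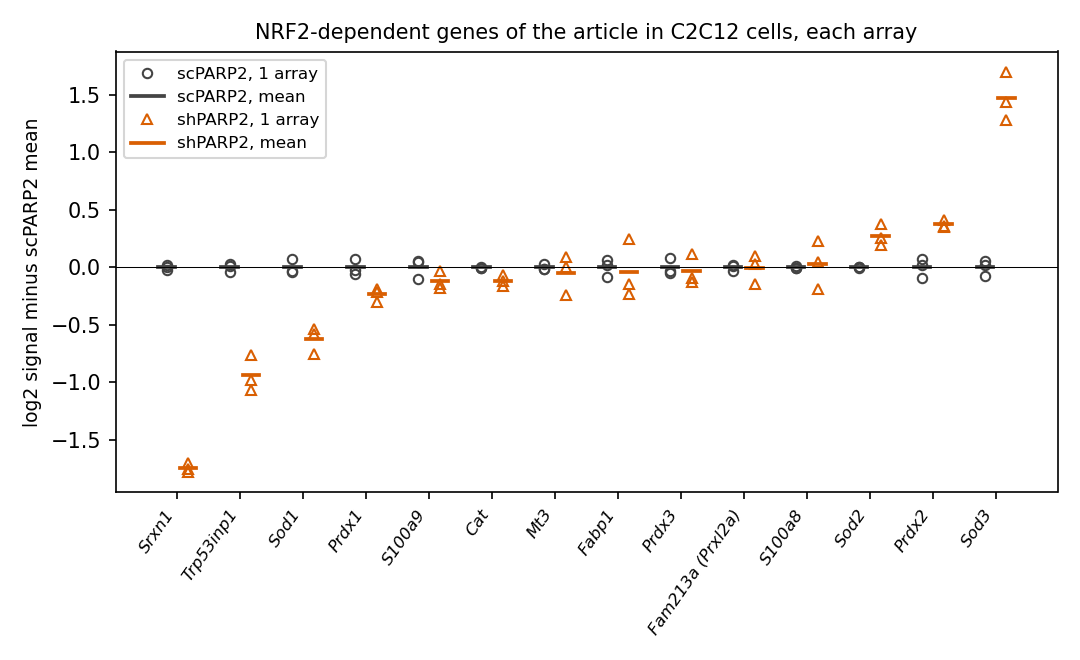
Log2 signal of the 14 NRF2-dependent genes on each of the 6 arrays, as the difference from the mean of the scPARP2 arrays (vertical axis). Circles are scPARP2 arrays, triangles are shPARP2 arrays and bars are the means of 3; the shPARP2 means run from -1.74 for Srxn1 to 1.47 for Sod3, and the 8 genes from Prdx1 to S100a8 lie between -0.23 and 0.03.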

Taken together, out of the the identified NRF2-dependent genes 9 were downregulated and 4 were upregulated.

## Discussion

PARP2 is a member of the PARP family and has multiple functions overlapping with PARP1, however, clearly has individual functions independent of PARP1^19,20^. In this study we showed that PARP2 activity regulates NRF2 location and changes the pattern of NRF2-dependent gene expression. PARP2 can poly(ADP-ribosyl)ate NRF2 and tether it to the nucleus that is needed for the appropriate activity of NRF2. In contrast, when PARP2-dependent PARylation is absent, the cellular localization pattern of NRF2 changes, a larger fraction of NRF2 can be found in the cytoplasm. This observation suggests that NRF2 can over time translocate to the cytoplasm more easily (Fig. 6).

**Figure 6:**
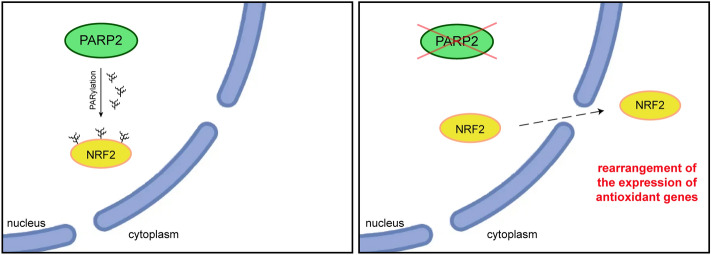
PARP2 PARylates NRF2 and traps it in the nucleus.

We observed changes to the expression of antioxidant genes upon the silencing of PARP2 and identified changes to the expression of 13 NRF2-dependent genes. Out of the 13 NRF2-dependent genes, 9 were suppressed, while 4 were upregulated in the absence of PARP2. Changes to gene expression therefore is linked to exhanges to cellular distribution of NRF2, however may not be the only explanation. PARylated NRF2 may have different transactivation properties than the non-PARylated form influencing transcription initiation efficiency and, subsequently, the NRF2-dependent transcriptome.

PARP enzymes were long-known to be involved in regulating gene expression^81–84^, and along that, the data on the involvement of PARP2 in the regulation of gene expression is accumulating^8,23,60–62,68,85–90^. In this study we identified a new PARP2-mediated transcription factor, NRF2. Prior, PARP2 was known to act as a transcriptional cofactor of nuclear receptors^91^, to modulate the mRNA expression of transcription factors (e.g. SIRT1 or SREBPs)^8,23,60,61,68^ or to impact on coenzymes of transcription factors (e.g. NAD + for SIRT1)^61^. However, this is the first time to show that PARP2 can regulate the activity of a transcription factor by affecting their cytosolic location. As pharmacological PARP inhibition reduces the nuclear fraction of NRF2, we suggest that the activity of PARP2 is necessary for the nuclear translocation or nuclear trapping of NRF2. On a broader scale we can deduct that NRF2 may be responsive to nuclear PARylation and, hence, act as a PARylation sensor. It is of note that PARP1 cannot poly(ADP-ribosyl)ate NRF2^53^, therefore, the pharmacological inhibition of PARP1 is unlikely to explain the cytosolic trapping/translocation of NRF2. The large negative charge of the PAR polymers may be a likely explanation for the restriction of active NRF2 to the nucleus. Currently interactions between PARP1 and NRF2 were shown in breast cancer cells^53^ and were suggested in inflammatory processes^92^ and bone formation^93^.

What could be the physiological relevance of our findings? As PARP2 can be activated by DNA strand breaks^7,9,10,94–99^ that are frequently induced by oxidative stress, hence, PARP2 activation in these situations can enhance and support NRF2 activation and antioxidant defense. Furthermore, We have previously detected increased oxidative stress in PARP2-silenced cells^27^ a portion of which stems from the mitochondria. Apparently, changes to antioxidant defense and the deregulation of NRF2 activity may also contribute to oxidative stress in the absence of PARP2.

Our findings may have implications in the PARP2-elicited adverse effects of pharmacological PARP inhibition^86,87^. Furthermore, our previous report^27^ provided evidence that the production of reactive species is needed for mitochondrial biogenesis in the absence of PARP2. In addition, changes to cellular redox balance play role in inflammation, cardiovascular and neoplastic diseases or aging, in which NRF2^52,100–103^ and PARP enzymes^1–3,28,29,104–109^. These processes are all characterized by PARP activation, more importantly, PARP2 activation was evidenced^8,89,110,111^, suggesting a broad applicability for our findings.

## Methods

### Chemicals

All chemicals, including PJ34, were from Sigma-Aldrich (St. Louis, MO, USA) unless stated otherwise.

### Cell culture

PARP2-silenced C2C12 cells were described in^23^. The 5′-AAGATGATGCCCAGAGGAACT-3′ was used as PARP2-specific interfering sequence, while the 5′-TTCGGGGAACAAACGTGCAAC-3′ sequence was used as a non-specific control^62^. C2C12 cells were cultured in DMEM (cat. no. D6429, Sigma-Aldrich, St. Louis, MO, USA) containing 10% FBS, 1% penicillin/streptomycin and 2 mM L-glutamine at 37 °C with 5% CO_2_. PARP2 was silenced by specific shRNA that was maintained over extended periods by selection under 2.5 µg/ml of puromycin. Cells containing the control, non-specific sequence are termed scPARP2, while those containing the PARP2-specific shRNA are termed shPARP2 cells.

### Immunofluorescence

Cells were seeded on glass coverslips into a 24-well plate and treated with 3 µM PJ34 for 24 h. After treatment cells were washed with PBS, fixed with 4% paraformaldehyde for 10 min at 37 °C and permeabilized with 1% Triton X-100 in PBS for 10 min. Between each steps, cells were washed three times with PBS. Cells were blocked with 1% BSA in PBS for 1 h at room temperature and incubated with primary antibody diluted in blocking buffer for overnight at 4 °C. Coverslips were washed three times with PBS and cells were incubated with the secondary antibody for 1 h at room temperature. Cell nuclei were visualized with DAPI (NucBlue Fixed Cell ReadyProbes Reagent, cat. no. R37606, Invitrogen).

Confocal images were acquired with Leica TCS SP8 confocal microscope (Leica) and LAS X 3.5.5.19976 software (Leica). Nonspecific binding of the secondary antibodies was checked in control experiments (data not shown). Antibodies are listed in Table 1.

**Table 1:** Antibodies used in immunofluorescence experiments.

Antibody	Company	Dilution
NRF2	Abcam, ab31163	1:100
NRF2	Novus Biologicals, NBP1-32,822	1:100

Processed images were analyzed using ImageJ software, NRF2 signal intensity nucleus/cell was determined.

### Total RNA preparation and reverse transcription-coupled quantitative PCR (RT-qPCR)

Total RNA from cells was prepared using TRIzol reagent (cat. no. 15596018, Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. DNase treatment of total RNA samples was performed using 2U DNaseI (cat.no A2222, Thermo Fischer Scientific, Waltham, MA, USA) per 10 µg RNA. 2 µg of total RNA were used for reverse transcription using High-Capacity cDNA Reverse Transcription Kit (cat. no. 4368814, Applied Biosystems, Foster City, CA, USA) according to the manufacturer’s instructions. The reverse transcription reaction mixtures were supplemented with RNase inhibitor (cat.no 8080119, Applied Biosystems, Foster City, CA, USA). The qPCR reactions were performed with qPCRBIO SyGreen Lo-ROX Supermix (PCR Biosystems Ltd., London, UK) using 20 ng diluted cDNA with the appropriate primers at 500 nM final concentration in 10 µl total volume. Amplification reactions were performed using a Light-Cycler 480 system (Roche Applied Science, Basel, Switzerland). Cycling conditions are given in Table 2. Expression was normalized to the geometric mean of murine 36B4 and cyclophilin values. Primers are listed in Table 3.

**Table 2:** qPCR cycling conditions.

	Temperature	Time	Cycles
Polymerase activation	95 °C	10 min	1
Denaturation	95 °C	10 s	40
Annealing/Extension	62 °C	20 s	
Melting curve analysis	95 °C	5 s	1
	65 °C	1 min	
	65 °C to 97 °C	ramp rate 0.11 °C/s	
	40 °C	30 s

**Table 3:** Primer sets used in the study. Primers bore no modification.

Gene name	Primers (5′-3′)	Amplicon length (bp)	Location	Location	Specificity check	Splice variants targeted	Calibration curve equation, R^2^	Efficiency
KEAP1 NM_001110305	F: CAGCAGCGTGGAGAGATATG R: GGTTAGTCCCGTCAAAGCCC	137	exonic	fw 1898–1917 rev 2034–2015	BLAST	yes (1,2,3,4)	y = 3.608x + 29.03 Error = 0.0624	1.893
MAF K NM_010757	F: GGCAGGGACTTGTTGTTCTTC R: CGCCTCCTTCTTGACCTTCAAT	246	exonic	fw 27–47 rev 272–251	BLAST	-	y = 3.517x + 30.87 Error = 0.0312	1.924
MAF G NM_010756	F: TGAGTGCCTGCTCACTGTGTC R: TGGCTCCCGCTTCACCTTTA	81	exonic	fw 185–205 rev 265–246	BLAST	-	y = 3.436x + 27.94 Error = 0.0565	1.955
Nrf2 NM_010902.5	F: CATCAGGCCCAGTCCCTCAAT R: CAGCGGTAGTATCAGCCAGCT	157	intronic	fw 565–585 rev 721–701	BLAST	-	y = 3.508x + 26.66 Error = 0.0211	1.928
Parp2 NM_009632	F: GGAAGGCGAGTGCTAAATGAA R: AAGGTCTTCACAGAGTCTCGATTG	167	intronic	fw 63–83 rev 229–206	BLAST	-	y = 3.724x + 31.47 Error = 0.112	1.856
cyclophilin NM_011149	F: TGGAGAGCACCAAGACAGACA R: TGCCGGAGTCGACAATGAT	66	intronic	fw 642–662 rev 707–689	BLAST	-	y = 3.428x + 25.48 Error = 0.0514	1.958
36B4 NM:007,475.5	F: AGATTCGGGATATGCTGTTGG R: AAAGCCTGGAAGAAGGAGGTC	133	intronic	fw 411–431 rev 543–523	BLAST	-	y = 3.460x + 21.34 Error = 0.0459	1.946

RNA integrity was not verified. Specificity was assessed by assessing the melting curve, those well that contained more than one peak were omitted. Results were assessed using the software of the Lighcycler II instrument (version 1.5.0) Outliers were not assessed and no values were rejected. C_T_ was identified using the second derivative method provided by the Lighcycler II software. Three technical replicates were used. We reported the results according to the MIQE guidelines^112^.

### Immunoprecipitation

Cells were washed with PBS and lysed in lysis buffer (50 mM Tris, pH 8, 150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, 1 mM EDTA, 1 mM Na_3_VO_4_, 1 mM NaF, 1 mM PMSF, protease inhibitor cocktail) on ice. 20–20 µl of Protein A-Protein G Sepharose beads were resuspended in immunoprecipitation buffer (20 mM Tris, 150 mM NaCl, 2 mM EDTA, 1% NP-40, protease inhibitor cocktail). Samples were precleared for 1 h, the primary antibody was added to the precleared samples for 2 h, then beads were added to the samples for overnight at 4 °C with gentle rotation. The resulting immunoprecipitates were washed with TBS_Tween_, boiled with 50 µl 5 × SDS sample buffer (310 mM Tris–HCl, pH 6.8, 50% glycerol, 10% SDS, 100 mM DTT, 0.01% bromophenol blue) and 2-mercaptoethanol and used for Western blotting.

### Cell fractionation

1.5 × 10^6^ sc/shPARP2 C2C12 cells were grown on 10 cm Petri dishes to 80% confluency, washed and scraped in ice-cold PBS, then pelleted by centrifugation at 4 °C at 1,500 × g for 3 min. After removing PBS, cells were homogenized in 1800 μl buffer A (10 mM Hepes pH 7.9, 10 mM KCl, 0.1 mM EDTA, 0.1 mM EGTA, 0.5% NP40, 1 mM DTT, 1 × protease inhibitor cocktail, 1 mM NaF, 1 mM PMSF, 1 mM Na_3_VO_4_) by suspending with a 26-gauge needle 10 times using a syringe. The lysate was vortexed for 15 s, then centrifuged at 4 °C at 16,000 × g for 1 min. The resulting supernatant was used as cytosolic fraction. The pellet was then washed in 1000 μl buffer A by passing through a 26G needle 10 times. After centrifugation (4 °C at 16,000 × g for 1 min) 1200 μl buffer B (20 mM Hepes pH 7.9, 420 mM NaCl, 0.5 mM EDTA, 0.5 mM EGTA, 1 mM DTT, 1 × protease inhibitor cocktail, 1 mM NaF, 1 mM PMSF, 1 mM Na_3_VO_4_) was added to the pellet and it was incubated for 25 min on ice, while being vortexed several times. Then the pellet was sonicated (3 times for 10 s), centrifuged (4 °C at 12 000 × g for 10 min) and used as nuclear fraction.

### SDS-PAGE and western blotting

Cells were washed with PBS, collected and lysed in lysis buffer (50 mM Tris, pH 8, 150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, 1 mM EDTA, 1 mM Na_3_VO_4_, 1 mM NaF, 1 mM PMSF, protease inhibitor cocktail) on ice and boiled with 5 × SDS sample buffer (310 mM Tris–HCl, pH 6.8, 50% glycerol, 10% SDS, 100 mM DTT, 0.01% bromophenol blue) and 2-mercaptoethanol. Protein extracts were separated by SDS-PAGE on 8% acrylamide gels and transferred onto nitrocellulose membranes. Membranes were blocked with 5% BSA in TBS_Tween_ for 1 h at room temperature and incubated with primary antibodies overnight at 4 °C. Membranes were probed with the respective peroxidase-conjugated secondary antibody. Signals were visualized by enhanced chemiluminescence reaction and captured by ChemiDoc Touch Imaging System (Bio-Rad, Hercules, CA, USA). Bands were quantified by densitometry using the ImageJ software^113^ and densitometry data were analyzed by statistical methods. Primary and secondary antibodies are listed in Table 4. The original description of the method can be found in^114^.

**Table 4:** Antibodies used in Western blot experiments.

Antibody	Company	Dilution
GAPDH	Santa Cruz, sc-47724	1:10 000
LAMIN A/C	Santa Cruz, sc-20681	1:2000
NRF2	Abcam, ab31163	1:1000
NRF2	Novus Biologicals, NBP1-32,822	1:1000
PARP-2	Enzo Life Sciences, ALX-210–899-R100	1:2000
Poly(ADP-ribose) (PAR)	Enzo Life Sciences, BML-SA216-0100	1:1000
Anti-mouse IgG, HRP-linked	Sigma-Aldrich, A9044	1:2000
Anti-rabbit IgG, HRP-linked	Cell Signaling Technology, 7074	1:2000
Anti-β-actin − Peroxidase	Sigma-Aldrich, A3854	1:20,000

### Microarray reanalysis

The expression patterns were analyzed on samples from two microarray experiments with PARP-2 silencing: one was conducted on human HepG2 cells^68^ (GEO accession number: GSE43981), the other was on mouse C2C12 cells^60^ (GEO accession number: GSE108737).

For both mouse and human, four groups of genes have been constructed from the GO database^115,116^ (www.geneontology.com). To obtain the expression of antioxidant genes, genes were extracted based on their labeling as ‘antioxidant’. The superoxide dismutase genes (SOD1, SOD2), originally labelled as ‘reactive oxygen species biosynthetic process’, were added to the antioxidant lists as the products of these genes are known antioxidants^117^.

We used the GEOquery R package^118^ to retrieve and parse the raw data from both experiments. Both experiments had 3–3 replicates of controls and PARP-2 silenced samples. The limma package^119^ was used to calculate the log2 expression values and to compare the controls and the silenced samples, and calculate the differential expressions. A least squares linear model was fit, followed by an empirical Bayes model and Benjamini & Hochberg correction for multiple comparisons to get the fold change, moderated F and t-statistics, log-odds of differential expression and the corrected p-values for each gene or gene set represented by the Affymetrix IDs. These complete lists were filtered to get only the genes contained in the predefined antioxidant list.

The Affymetrix IDs were converted to gene symbols, taking into consideration that sometimes an Affymetrix probe represents multiple genes, and sometimes a gene is represented by multiple probes. In the former case, the multiple gene symbols separated with the symbol “///” are shown in a single line corresponding to the probe; in the latter case, the identical gene symbols across multiple lines are indexed as “0.1”, “0.2” and so on.

Heatmaps were generated with the limma package as well, using the log2 expression values of each sample.

### Statistical analysis

Statistical analyses, except for the microarray reanalysis, were performed with Prism software v8 (GraphPad Software, San Diego, CA, USA). All groups were checked for normal distribution using the D’Agostino-Pearson method. For comparing two groups, two-sided Student’s tests were applied. For multiple comparisons, one-way ANOVA tests were conducted, followed by Tukey’s post hoc test (to compare all possible combinations). The levels of significance are indicated in figure captions. The *n* number denotes the number of the biological replicates.

## Supplementary Information

Supplementary Information.

## Data Availability

Primary data and full blot images related to the study are available at https://figshare.com/s/a378d2bf46f1969819eb (https://doi.org/10.6084/m9.figshare.17127008). Fullblot images are uploaded as supplementary material.

## References

[1] Virag L, Szabo E, Bakondi E, Bai P, Gergely P, Hunyadi J (2002). Nitric oxide-peroxynitrite-poly(ADP-ribose) polymerase pathway in the skin. Exp. Dermatol..

[2] Pacher P, Beckman JS, Liaudet L (2007). Nitric oxide and peroxynitrite in health and disease. Physiol. Rev..

[3] Pacher P, Szabo C (2008). Role of the peroxynitrite-poly(ADP-ribose) polymerase pathway in human disease. Am. J. Pathol..

[4] Virag L, Scott GS, Cuzzocrea S, Marmer D, Salzman AL, Szabo C (1998). Peroxynitrite-induced thymocyte apoptosis: the role of caspases and poly (ADP-ribose) synthetase (PARS) activation. Immunology.

[5] Virag L, Szabo C (2002). The therapeutic potential of poly(ADP-ribose) polymerase inhibitors. Pharmacol. Rev..

[6] Lüscher B, Ahel I, Altmeyer M, Ashworth A, Bai P, Chang P (2021). ADP-ribosyltransferases, an update on function and nomenclature. FEBS J..

[7] Beck C, Robert I, Reina-San-Martin B, Schreiber V, Dantzer F (2014). Poly(ADP-ribose) polymerases in double-strand break repair: focus on PARP1, PARP2 and PARP3. Exp. Cell Res..

[8] Szanto M, Rutkai I, Hegedus C, Czikora A, Rozsahegyi M, Kiss B (2011). Poly(ADP-ribose) polymerase-2 depletion reduces doxorubicin-induced damage through SIRT1 induction. Cardiovasc. Res..

[9] Schreiber V, Ame JC, Dolle P, Schultz I, Rinaldi B, Fraulob V (2002). Poly(ADP-ribose) polymerase-2 (PARP-2) is required for efficient base excision DNA repair in association with PARP-1 and XRCC1. J. Biol. Chem..

[10] Ame JC, Rolli V, Schreiber V, Niedergang C, Apiou F, Decker P (1999). PARP-2, A novel mammalian DNA damage-dependent poly(ADP-ribose) polymerase. J. Biol. Chem..

[11] Pic E, Gagne JP, Poirier GG (2010). Mass spectrometry-based functional proteomics of poly(ADP-ribose) polymerase-1. Expert Rev. Proteom..

[12] Palazzo L, Leidecker O, Prokhorova E, Dauben H, Matic I, Ahel I (2018). Serine is the major residue for ADP-ribosylation upon DNA damage. Elife.

[13] Crawford K, Bonfiglio JJ, Mikoc A, Matic I, Ahel I (2018). Specificity of reversible ADP-ribosylation and regulation of cellular processes. Crit. Rev. Biochem. Mol. Biol..

[14] Jungmichel S, Rosenthal F, Altmeyer M, Lukas J, Hottiger MO, Nielsen ML (2013). Proteome-wide identification of poly(ADP-Ribosyl)ation targets in different genotoxic stress responses. Mol. Cell.

[15] Abplanalp J, Leutert M, Frugier E, Nowak K, Feurer R, Kato J (2017). Proteomic analyses identify ARH3 as a serine mono-ADP-ribosylhydrolase. Nat. Commun..

[16] Leutert M, Menzel S, Braren R, Rissiek B, Hopp AK, Nowak K (2018). Proteomic characterization of the heart and skeletal muscle reveals widespread arginine ADP-ribosylation by the ARTC1 ectoenzyme. Cell Rep..

[17] Leslie Pedrioli DM, Leutert M, Bilan V, Nowak K, Gunasekera K, Ferrari E (2018). Comprehensive ADP-ribosylome analysis identifies tyrosine as an ADP-ribose acceptor site. EMBO Rep..

[18] Bai P (2015). Biology of poly(ADP-Ribose) polymerases: The factotums of cell maintenance. Mol. Cell.

[19] Szanto M, Brunyánszki A, Kiss B, Nagy L, Gergely P, Virag L (2012). Poly(ADP-ribose) polymerase-2: Emerging transcriptional roles of a DNA repair protein. Cell. Mol. Life Sci..

[20] Yelamos J, Schreiber V, Dantzer F (2008). Toward specific functions of poly(ADP-ribose) polymerase-2. Trends Mol. Med..

[21] Kraus WL, Lis JT (2003). PARP goes transcription. Cell.

[22] Kofler J, Otsuka T, Zhang Z, Noppens R, Grafe MR, Koh DW (2006). Differential effect of PARP-2 deletion on brain injury after focal and global cerebral ischemia. J. Cereb. Blood Flow Metab..

[23] Bai P, Canto C, Brunyánszki A, Huber A, Szántó M, Cen Y (2011). PARP-2 regulates SIRT1 expression and whole-body energy expenditure. Cell Metab..

[24] Li X, Klaus JA, Zhang J, Xu Z, Kibler KK, Andrabi SA (2010). Contributions of poly(ADP-ribose) polymerase-1 and -2 to nuclear translocation of apoptosis-inducing factor and injury from focal cerebral ischemia. J. Neurochem..

[25] Spina-Purrello V, Giliberto S, Barresi V, Nicoletti VG, Giuffrida Stella AM, Rizzarelli E (2011). Modulation of PARP-1 and PARP-2 Expression by L-carnosine and trehalose after LPS and INFgamma-induced oxidative stress. Neurochem. Res..

[26] Mateu-Jimenez M, Cucarull-Martinez B, Yelamos J, Barreiro E (2016). Reduced tumor burden through increased oxidative stress in lung adenocarcinoma cells of PARP-1 and PARP-2 knockout mice. Biochimie.

[27] Jankó L, Kovács T, Laczik M, Sári Z, Ujlaki G, Kis G (2021). Silencing of poly(ADP-Ribose) polymerase-2 induces mitochondrial reactive species production and mitochondrial fragmentation. Cells.

[28] Curtin N, Szabo C (2013). Therapeutic applications of PARP inhibitors: Anticancer therapy and beyond. Mol. Aspects Med..

[29] Curtin NJ, Szabo C (2020). Poly(ADP-ribose) polymerase inhibition: Past, present and future. Nat. Rev. Drug Discovery.

[30] Curtin N, Bányai K, Thaventhiran J, Le Quesne J, Helyes Z, Bai P (2020). Repositioning PARP inhibitors for SARS-CoV-2 infection (COVID-19); A new multi-pronged therapy for acute respiratory distress syndrome?. Br. J. Pharmacol..

[31] Wahlberg E, Karlberg T, Kouznetsova E, Markova N, Macchiarulo A, Thorsell AG (2012). Family-wide chemical profiling and structural analysis of PARP and tankyrase inhibitors. Nat. Biotechnol..

[32] Bochum S, Berger S, Martens UM (2018). Olaparib. Recent Results Cancer Res..

[33] Deeks ED (2015). Olaparib: First global approval. Drugs.

[34] Nguyen T, Nioi P, Pickett CB (2009). The Nrf2-antioxidant response element signaling pathway and its activation by oxidative stress. J. Biol. Chem..

[35] Malhotra D, Portales-Casamar E, Singh A, Srivastava S, Arenillas D, Happel C (2010). Global mapping of binding sites for Nrf2 identifies novel targets in cell survival response through ChIP-Seq profiling and network analysis. Nucl. Acids Res..

[36] Venugopal R, Jaiswal AK (1996). Nrf1 and Nrf2 positively and c-Fos and Fra1 negatively regulate the human antioxidant response element-mediated expression of NAD(P)H:quinone oxidoreductase1 gene. Proc. Natl. Acad. Sci. USA.

[37] Itoh K, Wakabayashi N, Katoh Y, Ishii T, Igarashi K, Engel JD (1999). Keap1 represses nuclear activation of antioxidant responsive elements by Nrf2 through binding to the amino-terminal Neh2 domain. Genes Dev..

[38] Nguyen T, Sherratt PJ, Huang HC, Yang CS, Pickett CB (2003). Increased protein stability as a mechanism that enhances Nrf2-mediated transcriptional activation of the antioxidant response element: Degradation of Nrf2 by the 26 S proteasome. J. Biol. Chem..

[39] Tebay LE, Robertson H, Durant ST, Vitale SR, Penning TM, Dinkova-Kostova AT (2015). Mechanisms of activation of the transcription factor Nrf2 by redox stressors, nutrient cues, and energy status and the pathways through which it attenuates degenerative disease. Free Radical Biol. Med..

[40] de la Vega MR, Chapman E, Zhang DD (2018). NRF2 and the Hallmarks of Cancer. Cancer Cell.

[41] Dinkova-Kostova AT, Holtzclaw WD, Cole RN, Itoh K, Wakabayashi N, Katoh Y (2002). Direct evidence that sulfhydryl groups of Keap1 are the sensors regulating induction of phase 2 enzymes that protect against carcinogens and oxidants. PNAS (Proc. Natl. Acad. Sci. USA)..

[42] McMahon M, Lamont DJ, Beattie KA, Hayes JD (2010). Keap1 perceives stress via three sensors for the endogenous signaling molecules nitric oxide, zinc, and alkenals. PNAS (Proc. Natl. Acad. Sci. USA).

[43] He X, Ma Q (2010). Critical cysteine residues of Kelch-like ECH-associated protein 1 in arsenic sensing and suppression of nuclear factor erythroid 2-related factor 2. J. Pharmacol. Exp. Ther..

[44] Yamamoto T, Suzuki T, Kobayashi A, Wakabayashi J, Maher J, Motohashi H (2008). Physiological significance of reactive cysteine residues of Keap1 in determining Nrf2 activity. Mol. Cell. Biol..

[45] Magesh S, Chen Y, Hu L (2012). Small molecule modulators of Keap1-Nrf2-ARE pathway as potential preventive and therapeutic agents. Med. Res. Rev..

[46] He X, Ma Q (2009). NRF2 cysteine residues are critical for oxidant/electrophile-sensing, Kelch-like ECH-associated protein-1-dependent ubiquitination-proteasomal degradation, and transcription activation. Mol. Pharmacol..

[47] Hirotsu Y, Katsuoka F, Funayama R, Nagashima T, Nishida Y, Nakayama K (2012). Nrf2-MafG heterodimers contribute globally to antioxidant and metabolic networks. Nucl. Acids Res..

[48] Venugopal R, Jaiswal AK (1998). Nrf2 and Nrf1 in association with Jun proteins regulate antioxidant response element-mediated expression and coordinated induction of genes encoding detoxifying enzymes. Oncogene.

[49] McMahon M, Thomas N, Itoh K, Yamamoto M, Hayes JD (2004). Redox-regulated turnover of Nrf2 is determined by at least two separate protein domains, the redox-sensitive Neh2 degron and the redox-insensitive Neh6 degron. J. Biol. Chem..

[50] Zhu M, Fahl WE (2001). Functional characterization of transcription regulators that interact with the electrophile response element. Biochem. Biophys. Res. Commun..

[51] Tonelli C, Chio IIC, Tuveson DA (2018). Transcriptional Regulation by Nrf2. Antioxid. Redox Signal..

[52] Ungvari Z, Tarantini S, Nyul-Toth A, Kiss T, Yabluchanskiy A, Csipo T (2019). Nrf2 dysfunction and impaired cellular resilience to oxidative stressors in the aged vasculature: from increased cellular senescence to the pathogenesis of age-related vascular diseases. Geroscience..

[53] Wu T, Wang XJ, Tian W, Jaramillo MC, Lau A, Zhang DD (2014). Poly(ADP-ribose) polymerase-1 modulates Nrf2-dependent transcription. Free Radical Biol. Med..

[54] Hendriks IA, Larsen SC, Nielsen ML (2019). An Advanced Strategy for Comprehensive Profiling of ADP-ribosylation Sites Using Mass Spectrometry-based Proteomics. Mol. Cellular Proteom.: MCP..

[55] Ahn B, Pharaoh G, Premkumar P, Huseman K, Ranjit R, Kinter M (2018). Nrf2 deficiency exacerbates age-related contractile dysfunction and loss of skeletal muscle mass. Redox Biol..

[56] Tarantini S, Valcarcel-Ares MN, Yabluchanskiy A, Tucsek Z, Hertelendy P, Kiss T (2018). Nrf2 deficiency exacerbates obesity-induced oxidative stress, neurovascular dysfunction, blood-brain barrier disruption, neuroinflammation, amyloidogenic gene expression, and cognitive decline in mice, mimicking the aging phenotype. J. Gerontol. A Biol. Sci. Med. Sci..

[57] Fulop GA, Kiss T, Tarantini S, Balasubramanian P, Yabluchanskiy A, Farkas E (2018). Nrf2 deficiency in aged mice exacerbates cellular senescence promoting cerebrovascular inflammation. Geroscience..

[58] Vida A, Marton J, Miko E, Bai P (2017). Metabolic roles of poly(ADP-ribose) polymerases. Semin. Cell abd Dev. Biol..

[59] Bai P, Canto C (2012). The role of PARP-1 and PARP-2 enzymes in metabolic regulation and disease. Cell Metab..

[60] Marton J, Peter M, Balogh G, Bodi B, Vida A, Szanto M (2018). Poly(ADP-ribose) polymerase-2 is a lipid-modulated modulator of muscular lipid homeostasis. Biochimica et Biophysica Acta - Molecular and Cell Biology of Lipids..

[61] Mohamed JS, Hajira A, Pardo PS, Boriek AM (2014). MicroRNA-149 inhibits PARP-2 and promotes mitochondrial biogenesis via SIRT-1/PGC-1alpha network in skeletal muscle. Diabetes.

[62] Bai P, Houten SM, Huber A, Schreiber V, Watanabe M, Kiss B (2007). Poly(ADP-ribose) polymerase-2 controls adipocyte differentiation and adipose tissue function through the regulation of the activity of the retinoid X receptor/peroxisome proliferator-activated receptor-gamma heterodimer. J. Biol. Chem..

[63] Lau A, Tian W, Whitman SA, Zhang DD (2013). The predicted molecular weight of Nrf2: it is what it is not. Antioxid. Redox Signal..

[64] Venkatraman G, Benesch MG, Tang X, Dewald J, McMullen TP, Brindley DN (2015). Lysophosphatidate signaling stabilizes Nrf2 and increases the expression of genes involved in drug resistance and oxidative stress responses: implications for cancer treatment. FASEB J..

[65] Kovács P, Csonka T, Kovács T, Sári Z, Ujlaki G, Sipos A (2019). Lithocholic acid, a metabolite of the microbiome, increases oxidative stress in breast cancer. Cancers (Basel)..

[66] Tartier L, Spenlehauer C, Newman HC, Folkard M, Prise KM, Michael BD (2003). Local DNA damage by proton microbeam irradiation induces poly(ADP-ribose) synthesis in mammalian cells. Mutagenesis.

[67] Sanders MM (1978). Fractionation of nucleosomes by salt elution from micrococcal nuclease-digested nuclei. J Cell Biol..

[68] Szanto M, Brunyanszki A, Marton J, Vamosi G, Nagy L, Fodor T (2014). Deletion of PARP-2 induces hepatic cholesterol accumulation and decrease in HDL levels. Biochimica and Biophysica Acta - Molecular Basis of Disease..

[69] Zhu H, Itoh K, Yamamoto M, Zweier JL, Li Y (2005). Role of Nrf2 signaling in regulation of antioxidants and phase 2 enzymes in cardiac fibroblasts: protection against reactive oxygen and nitrogen species-induced cell injury. FEBS Lett..

[70] Chen XY, Li R, Geng ZY (2015). Cold stress initiates the Nrf2/UGT1A1/L-FABP signaling pathway in chickens. Poult. Sci..

[71] Oh CK, Ha M, Han ME, Heo HJ, Myung K, Lee Y (2020). FAM213A is linked to prognostic significance in acute myeloid leukemia through regulation of oxidative stress and myelopoiesis. Hematol. Oncol..

[72] Houessinon A, François C, Sauzay C, Louandre C, Mongelard G, Godin C (2016). Metallothionein-1 as a biomarker of altered redox metabolism in hepatocellular carcinoma cells exposed to sorafenib. Mol. Cancer.

[73] Li W, Febbraio M, Reddy SP, Yu DY, Yamamoto M, Silverstein RL (2010). CD36 participates in a signaling pathway that regulates ROS formation in murine VSMCs. J. Clin. Investig..

[74] Li L, Obinata M, Hori K (2010). Role of peroxiredoxin III in the pathogenesis of pre-eclampsia as evidenced in mice. Oxid. Med. Cell. Longev..

[75] Kim YS, Lee HL, Lee KB, Park JH, Chung WY, Lee KS (2011). Nuclear factor E2-related factor 2 dependent overexpression of sulfiredoxin and peroxiredoxin III in human lung cancer. Korean J. Intern. Med..

[76] Milani P, Ambrosi G, Gammoh O, Blandini F, Cereda C (2013). SOD1 and DJ-1 converge at Nrf2 pathway: A clue for antioxidant therapeutic potential in neurodegeneration. Oxid. Med. Cell. Longev..

[77] Reisman SA, Yeager RL, Yamamoto M, Klaassen CD (2009). Increased Nrf2 activation in livers from Keap1-knockdown mice increases expression of cytoprotective genes that detoxify electrophiles more than those that detoxify reactive oxygen species. Toxicol. Sci..

[78] Singh B, Bhat HK (2012). Superoxide dismutase 3 is induced by antioxidants, inhibits oxidative DNA damage and is associated with inhibition of estrogen-induced breast cancer. Carcinogenesis.

[79] Sumi D, Shimizu Y, Himeno S (2013). Involvement of Nrf2 activation in the upregulation of S100A9 by exposure to inorganic arsenite. IJMM..

[80] Nair S, Xu C, Shen G, Hebbar V, Gopalakrishnan A, Hu R (2007). Toxicogenomics of endoplasmic reticulum stress inducer tunicamycin in the small intestine and liver of Nrf2 knockout and C57BL/6J mice. Toxicol. Lett..

[81] Kraus WL, Hottiger MO (2013). PARP-1 and gene regulation: Progress and puzzles. Mol. Aspects Med..

[82] Oliver FJ, Menissier-de MJ, Nacci C, Decker P, Andriantsitohaina R, Muller S (1999). Resistance to endotoxic shock as a consequence of defective NF-kappaB activation in poly (ADP-ribose) polymerase-1 deficient mice. EMBO J..

[83] Ryu KW, Kim DS, Kraus WL (2015). New facets in the regulation of gene expression by ADP-ribosylation and poly(ADP-ribose) polymerases. Chem. Rev..

[84] Challa S, Khulpateea BR, Nandu T, Camacho CV, Ryu KW, Chen H (2021). Ribosome ADP-ribosylation inhibits translation and maintains proteostasis in cancers. Cell.

[85] Yelamos J, Monreal Y, Saenz L, Aguado E, Schreiber V, Mota R (2006). PARP-2 deficiency affects the survival of CD4+CD8+ double-positive thymocytes. EMBO J..

[86] Farres J, Martin-Caballero J, Martinez C, Lozano JJ, Llacuna L, Ampurdanes C (2013). PARP-2 is required to maintain hematopoiesis following sublethal gamma-irradiation in mice. Blood.

[87] Farres J, Llacuna L, Martin-Caballero J, Martinez C, Lozano JJ, Ampurdanes C (2015). PARP-2 sustains erythropoiesis in mice by limiting replicative stress in erythroid progenitors. Cell Death Differ..

[88] Chacon-Cabrera A, Fermoselle C, Salmela I, Yelamos J, Barreiro E (2015). MicroRNA expression and protein acetylation pattern in respiratory and limb muscles of Parp-1(-/-) and Parp-2(-/-) mice with lung cancer cachexia. Biochimica and Biophysica Acta..

[89] Navarro J, Gozalbo-Lopez B, Mendez AC, Dantzer F, Schreiber V, Martinez C (2017). PARP-1/PARP-2 double deficiency in mouse T cells results in faulty immune responses and T lymphomas. Sci. Rep..

[90] Maeda Y, Hunter TC, Loudy DE, Dave V, Schreiber V, Whitsett JA (2006). PARP-2 interacts with TTF-1 and regulates expression of surfactant protein-B. J. Biol. Chem..

[91] Szanto M, Gupte R, Kraus WL, Pacher P, Bai P (2021). PARPs in lipid metabolism and related diseases. Prog. Lipid Res..

[92] Pietrzak J, Spickett CM, Ploszaj T, Virag L, Robaszkiewicz A (2018). PARP1 promoter links cell cycle progression with adaptation to oxidative environment. Redox Biol..

[93] Hegedus C, Robaszkiewicz A, Lakatos P, Szabo E, Virag L (2015). Poly(ADP-ribose) in the bone: From oxidative stress signal to structural element. Free Radical Biol. Med..

[94] Chalmers A, Johnston P, Woodcock M, Joiner M, Marples B (2004). PARP-1, PARP-2, and the cellular response to low doses of ionizing radiation. Int. J. Radiat. Oncol. Biol. Phys..

[95] Langelier MF, Riccio AA, Pascal JM (2014). PARP-2 and PARP-3 are selectively activated by 5' phosphorylated DNA breaks through an allosteric regulatory mechanism shared with PARP-1. Nucl. Acids Res..

[96] Kutuzov MM, Khodyreva SN, Ilina ES, Sukhanova MV, Ame JC, Lavrik OI (2015). Interaction of PARP-2 with AP site containing DNA. Biochimie.

[97] Nakamoto MY, Rudolph J, Wuttke DS, Luger K (2019). Nonspecific binding of RNA to PARP1 and PARP2 does not lead to catalytic activation. Biochemistry.

[98] Obaji E, Haikarainen T, Lehtio L (2016). Characterization of the DNA dependent activation of human ARTD2/PARP2. Sci. Rep..

[99] Obaji E, Haikarainen T, Lehtio L (2018). Structural basis for DNA break recognition by ARTD2/PARP2. Nucl. Acids Res..

[100] Silva-Palacios A, Konigsberg M, Zazueta C (2016). Nrf2 signaling and redox homeostasis in the aging heart: A potential target to prevent cardiovascular diseases?. Ageing Res. Rev..

[101] Cuadrado A, Rojo AI, Wells G, Hayes JD, Cousin SP, Rumsey WL (2019). Therapeutic targeting of the NRF2 and KEAP1 partnership in chronic diseases. Nat. Rev. Drug Discovery.

[102] Yagishita Y, Gatbonton-Schwager TN, McCallum ML, Kensler TW (2020). Current landscape of NRF2 biomarkers in clinical trials. Antioxidants (Basel).

[103] Smolková K, Mikó E, Kovács T, Leguina-Ruzzi A, Sipos A, Bai P (2020). NRF2 in regulating cancer metabolism. Antioxid. Redox Signal..

[104] Pacher P, Schulz R, Liaudet L, Szabo C (2005). Nitrosative stress and pharmacological modulation of heart failure. Trends Pharmacol. Sci..

[105] Vida A, Abdul-Rahman O, Miko E, Brunyanszki A, Bai P (2016). Poly(ADP-ribose) polymerases in aging—Friend or Foe?. Curr. Protein Pept. Sci..

[106] Mangerich A, Herbach N, Hanf B, Fischbach A, Popp O, Moreno-Villanueva M (2010). Inflammatory and age-related pathologies in mice with ectopic expression of human PARP-1. Mech. Ageing Dev..

[107] Muiras ML, Muller M, Schachter F, Burkle A (1998). Increased poly(ADP-ribose) polymerase activity in lymphoblastoid cell lines from centenarians. J. Mol. Med..

[108] Muiras ML, Burkle A (2000). Defending genomic stability over life span: a proposed role for PARP-1. Exp. Gerontol..

[109] Berger NA, Besson VC, Boulares AH, Burkle A, Chiarugi A, Clark RS (2018). Opportunities for the repurposing of PARP inhibitors for the therapy of non-oncological diseases. Br. J. Pharmacol..

[110] Barreiro E, Gea J (2018). PARP-1 and PARP-2 activity in cancer-induced cachexia: potential therapeutic implications. Biol. Chem..

[111] Yélamos J, Moreno-Lama L, Jimeno J, Ali SO (2020). Immunomodulatory roles of PARP-1 and PARP-2: Impact on PARP-centered cancer therapies. Cancers (Basel).

[112] Bustin SA, Benes V, Garson JA, Hellemans J, Huggett J, Kubista M (2009). The MIQE guidelines: Minimum information for publication of quantitative real-time PCR experiments. Clin. Chem..

[113] Rueden CT, Schindelin J, Hiner MC, DeZonia BE, Walter AE, Arena ET (2017). Image J2: ImageJ for the next generation of scientific image data. BMC Bioinformatics.

[114] Janko L, Sari Z, Kovacs T, Kis G, Szanto M, Antal M (2020). Silencing of PARP2 blocks autophagic degradation. Cells.

[115] The Gene Ontology resource: Enriching a GOld mine. *Nucl. Acids Res*. **49**(D1), D325–D34 (2021).10.1093/nar/gkaa1113PMC777901233290552

[116] Ashburner M, Ball CA, Blake JA, Botstein D, Butler H, Cherry JM (2000). Gene ontology: Tool for the unification of biology. The Gene Ontology Consortium. Nat Genet..

[117] Eleutherio ECA, Silva Magalhães RS, de Araújo BA, Monteiro Neto JR, de Holanda PL (2021). SOD1, more than just an antioxidant. Arch. Biochem. Biophys..

[118] Davis S, Meltzer PS (2007). GEOquery: A bridge between the Gene Expression Omnibus (GEO) and BioConductor. Bioinformatics.

[119] Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucl. Acids Res..

# Supplementary material for: PARP2 poly(ADP-ribosyl)ates nuclear factor erythroid 2-related factor 2 (NRF2) affecting NRF2 subcellular localization
**Source:** Sci Rep. 2023 May 15;13:7869. doi: 10.1038/s41598-023-35076-w
**Supplement:** Supplementary file 1 — Supplementary Information.

Uncropped blot images for Jankó et al. „**PARP2 poly(ADP-ribosyl)ates nuclear factor erythroid 2-related factor 2 (NRF2) affecting NRF2 subcellular localization**”

**Fig. 1B**

The apparent MW of PARP2 is ~62 kDa.  
Ame et al. JBC 274(25) 17860, 1999.

Blots were routinely cut as shown.

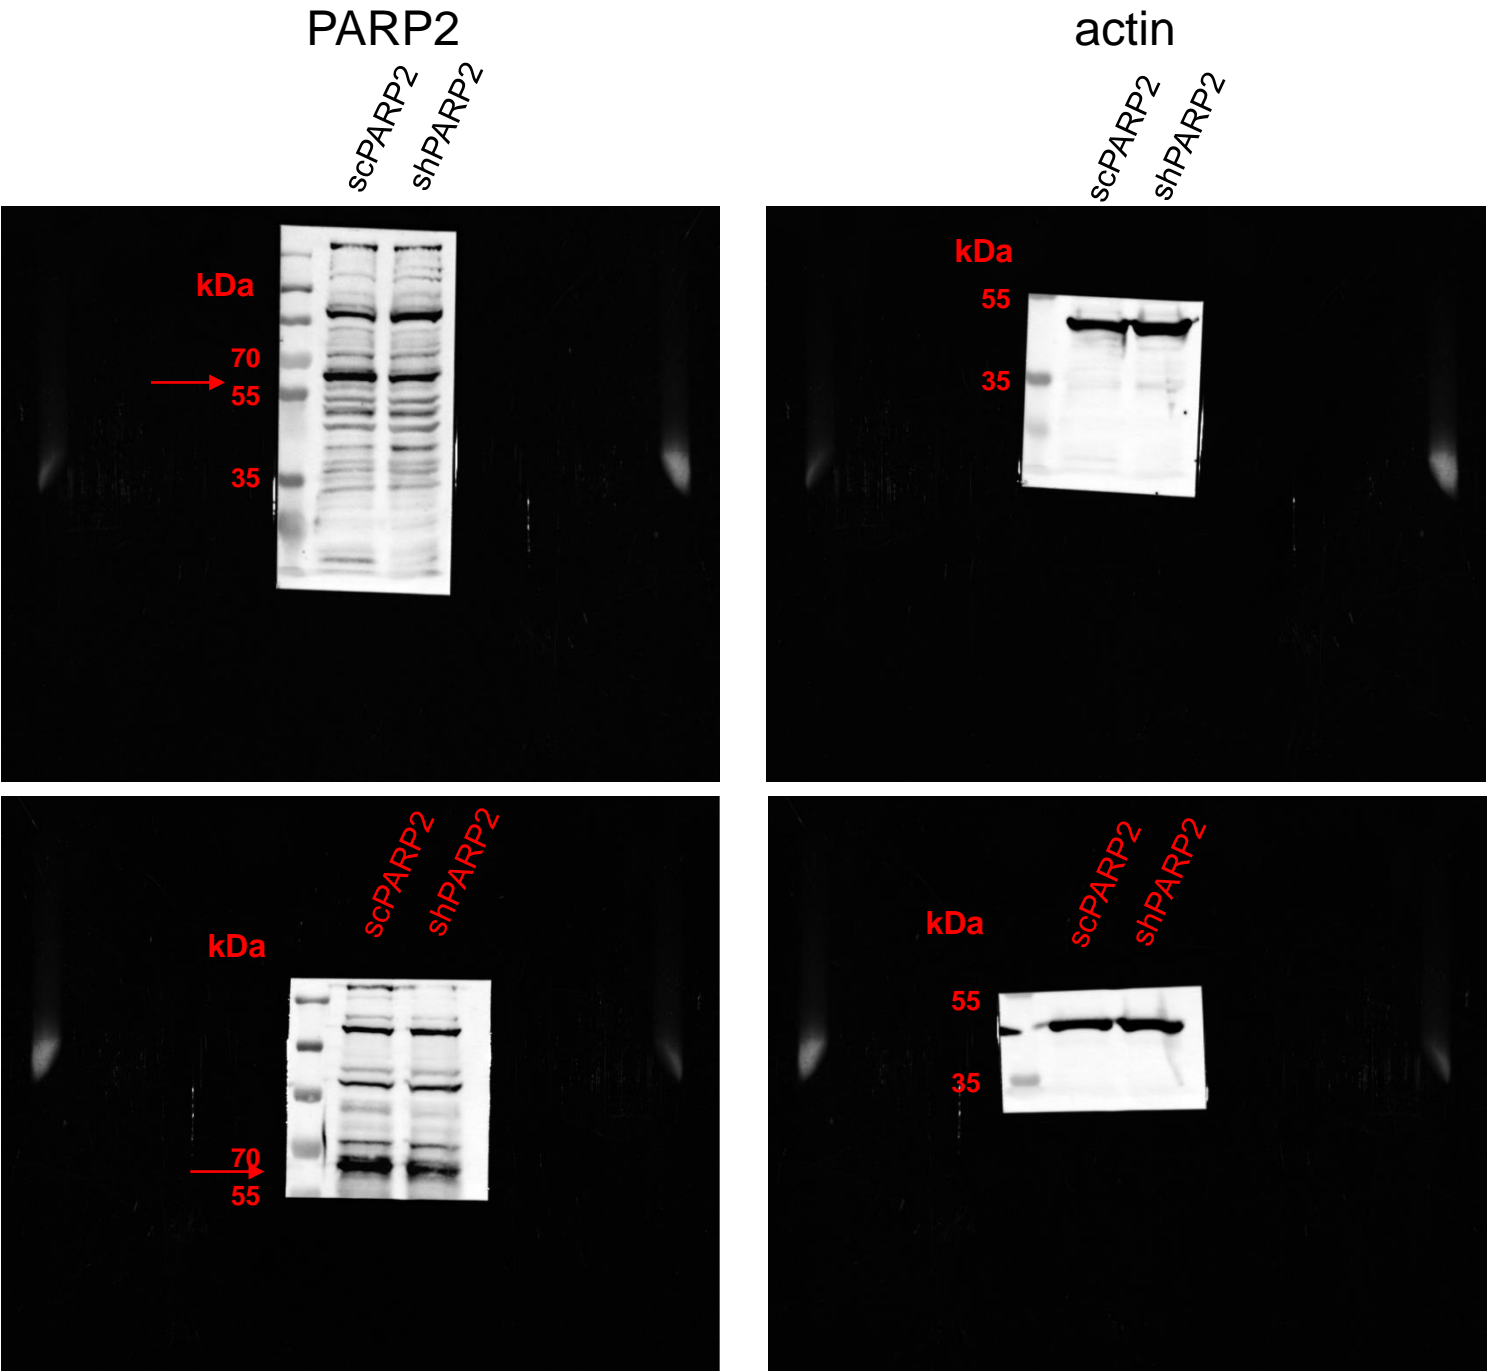

Fig. 1B

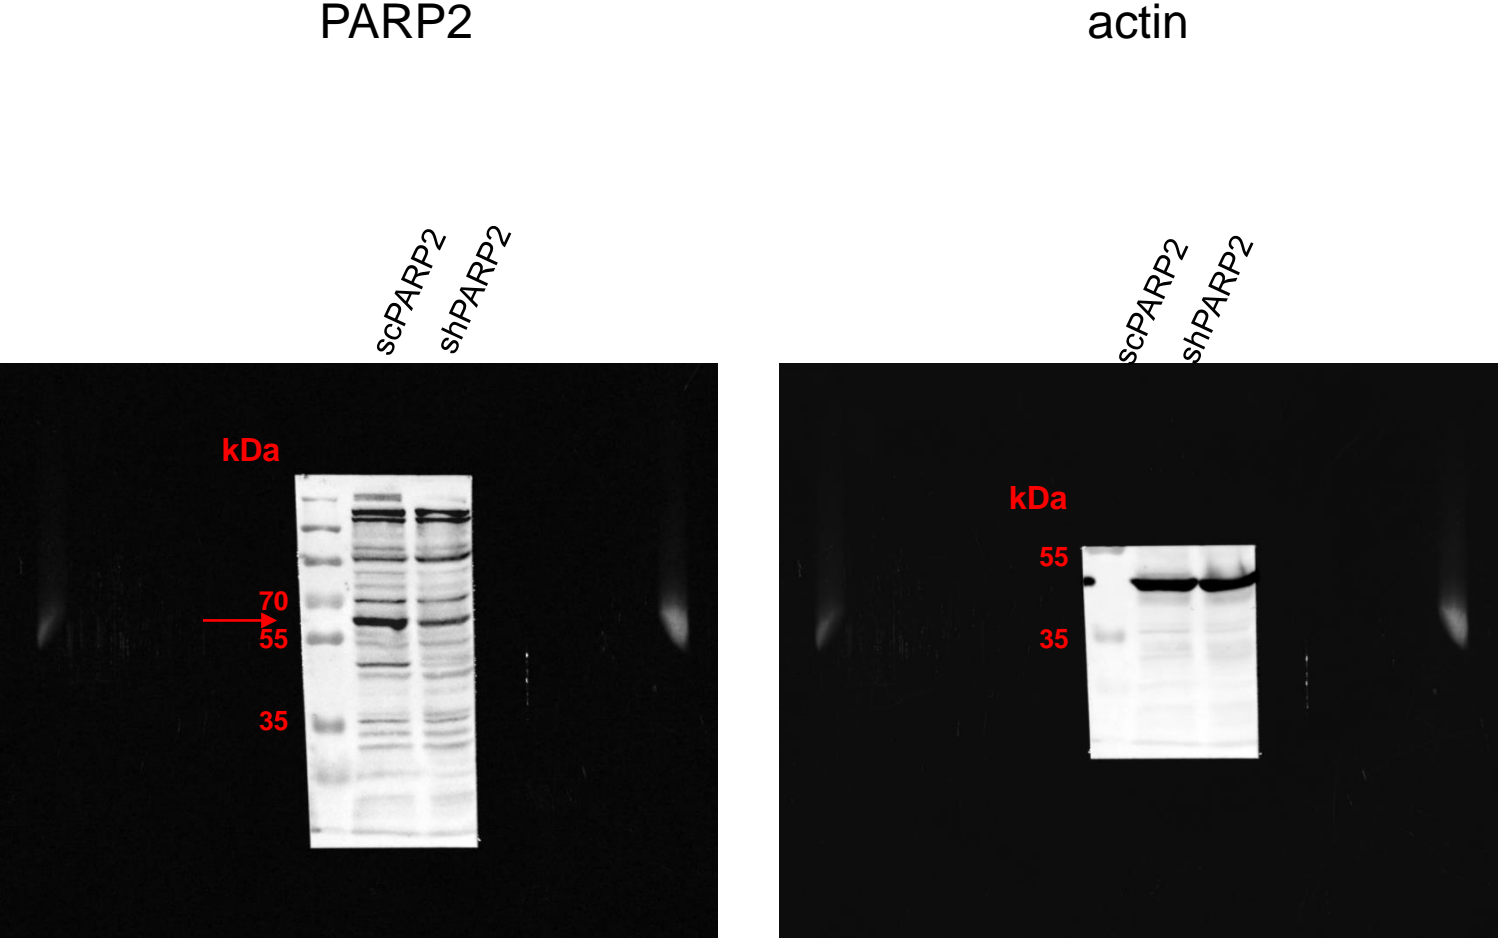

Nrf2 (Abcam) Western blot

Fig. 1D

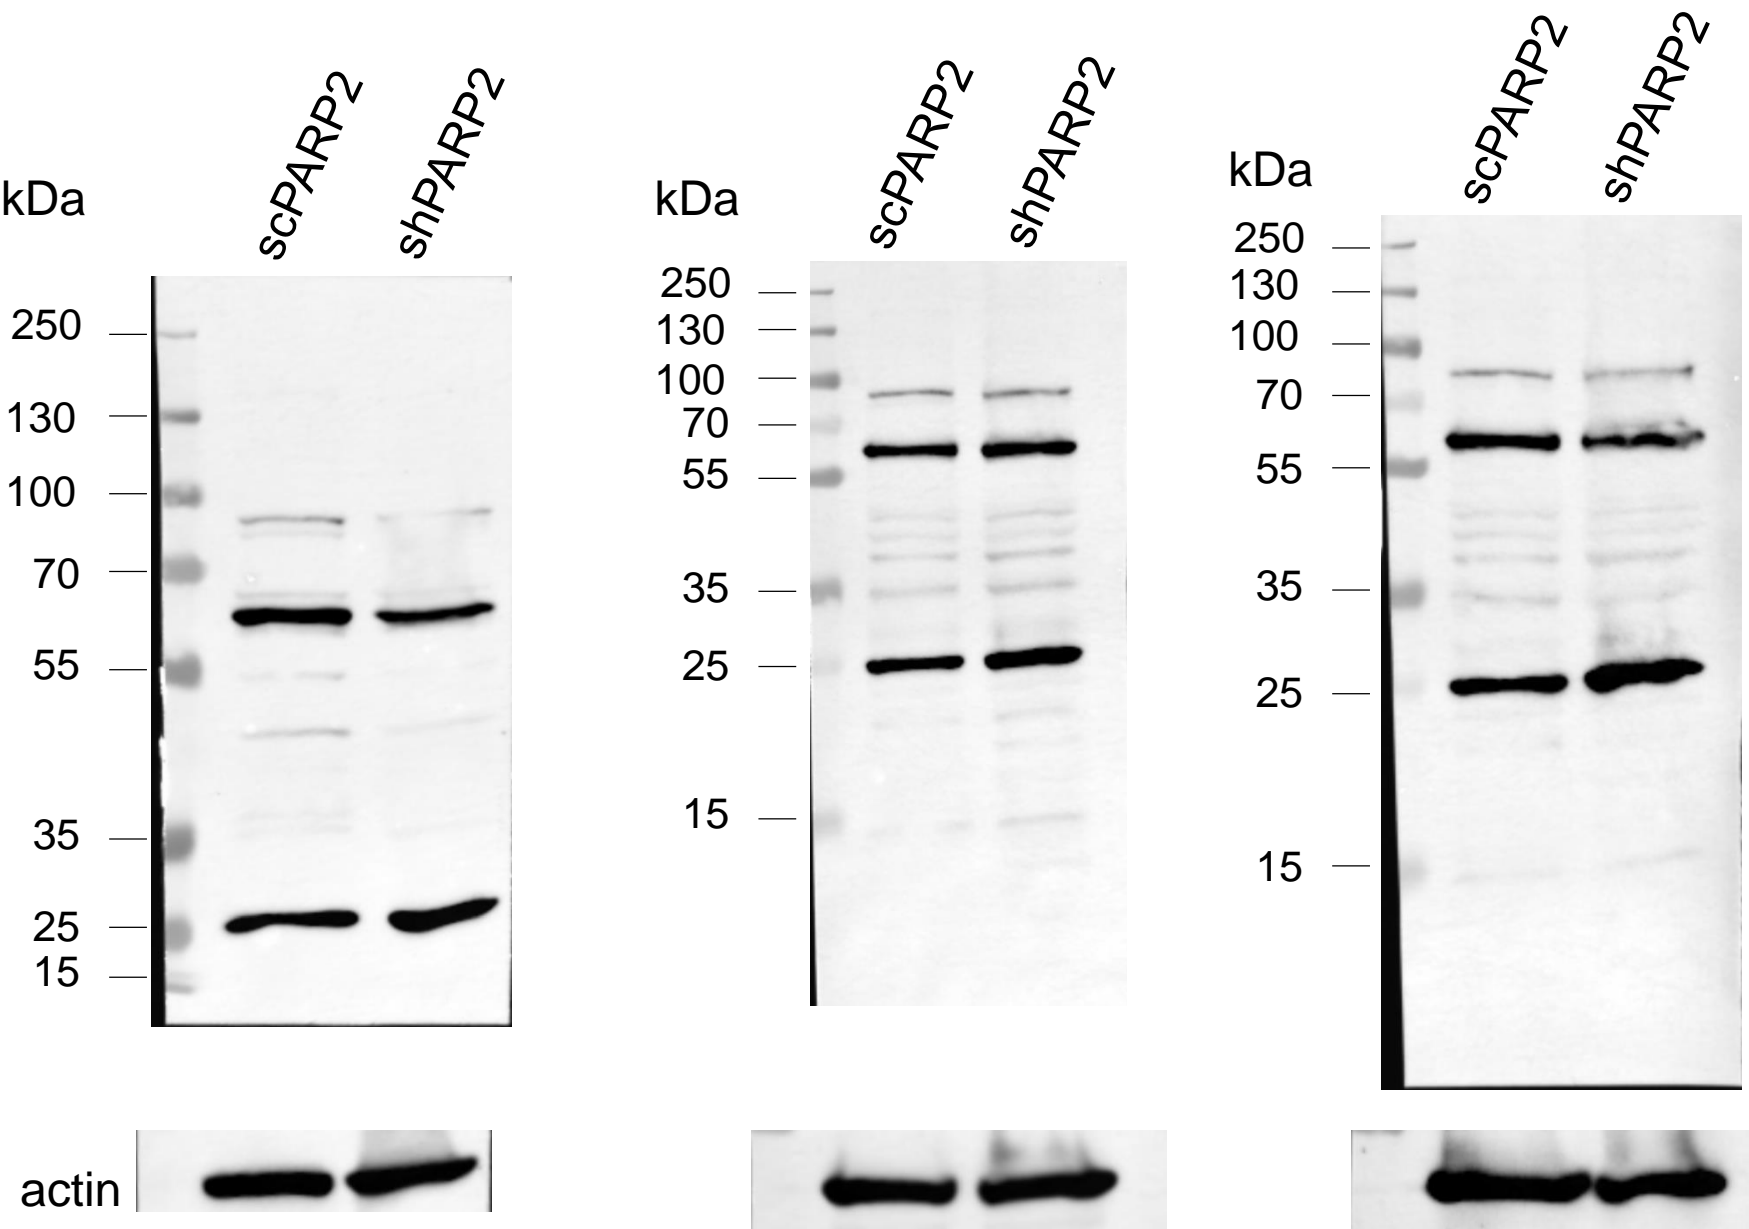

**Fig. 1D**

# **Nrf2 (Novus) Western blot**

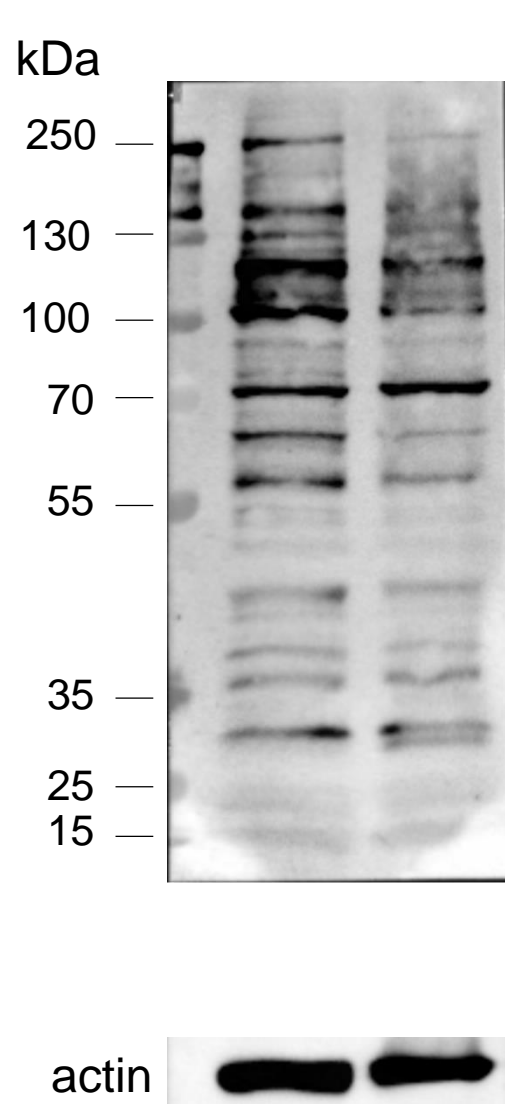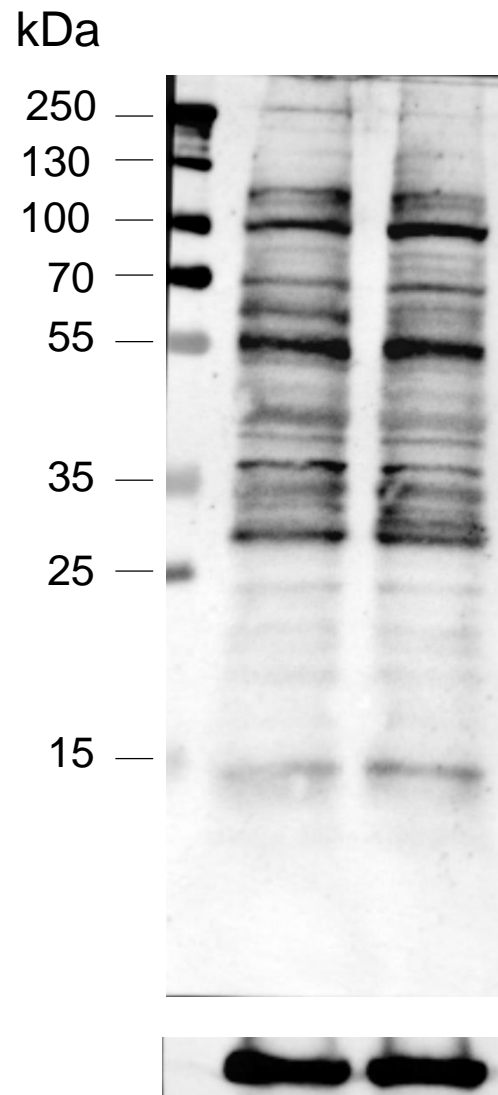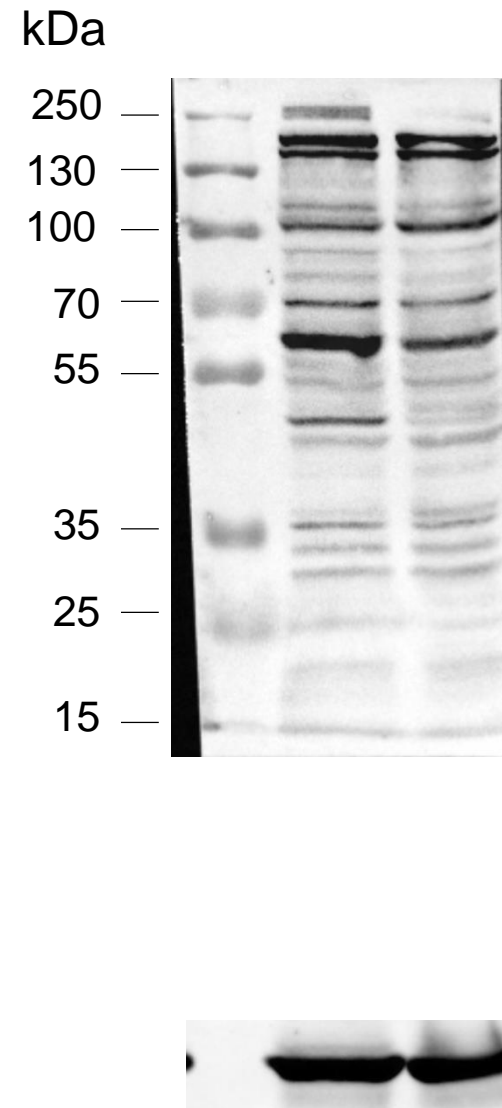

Fig. 3A

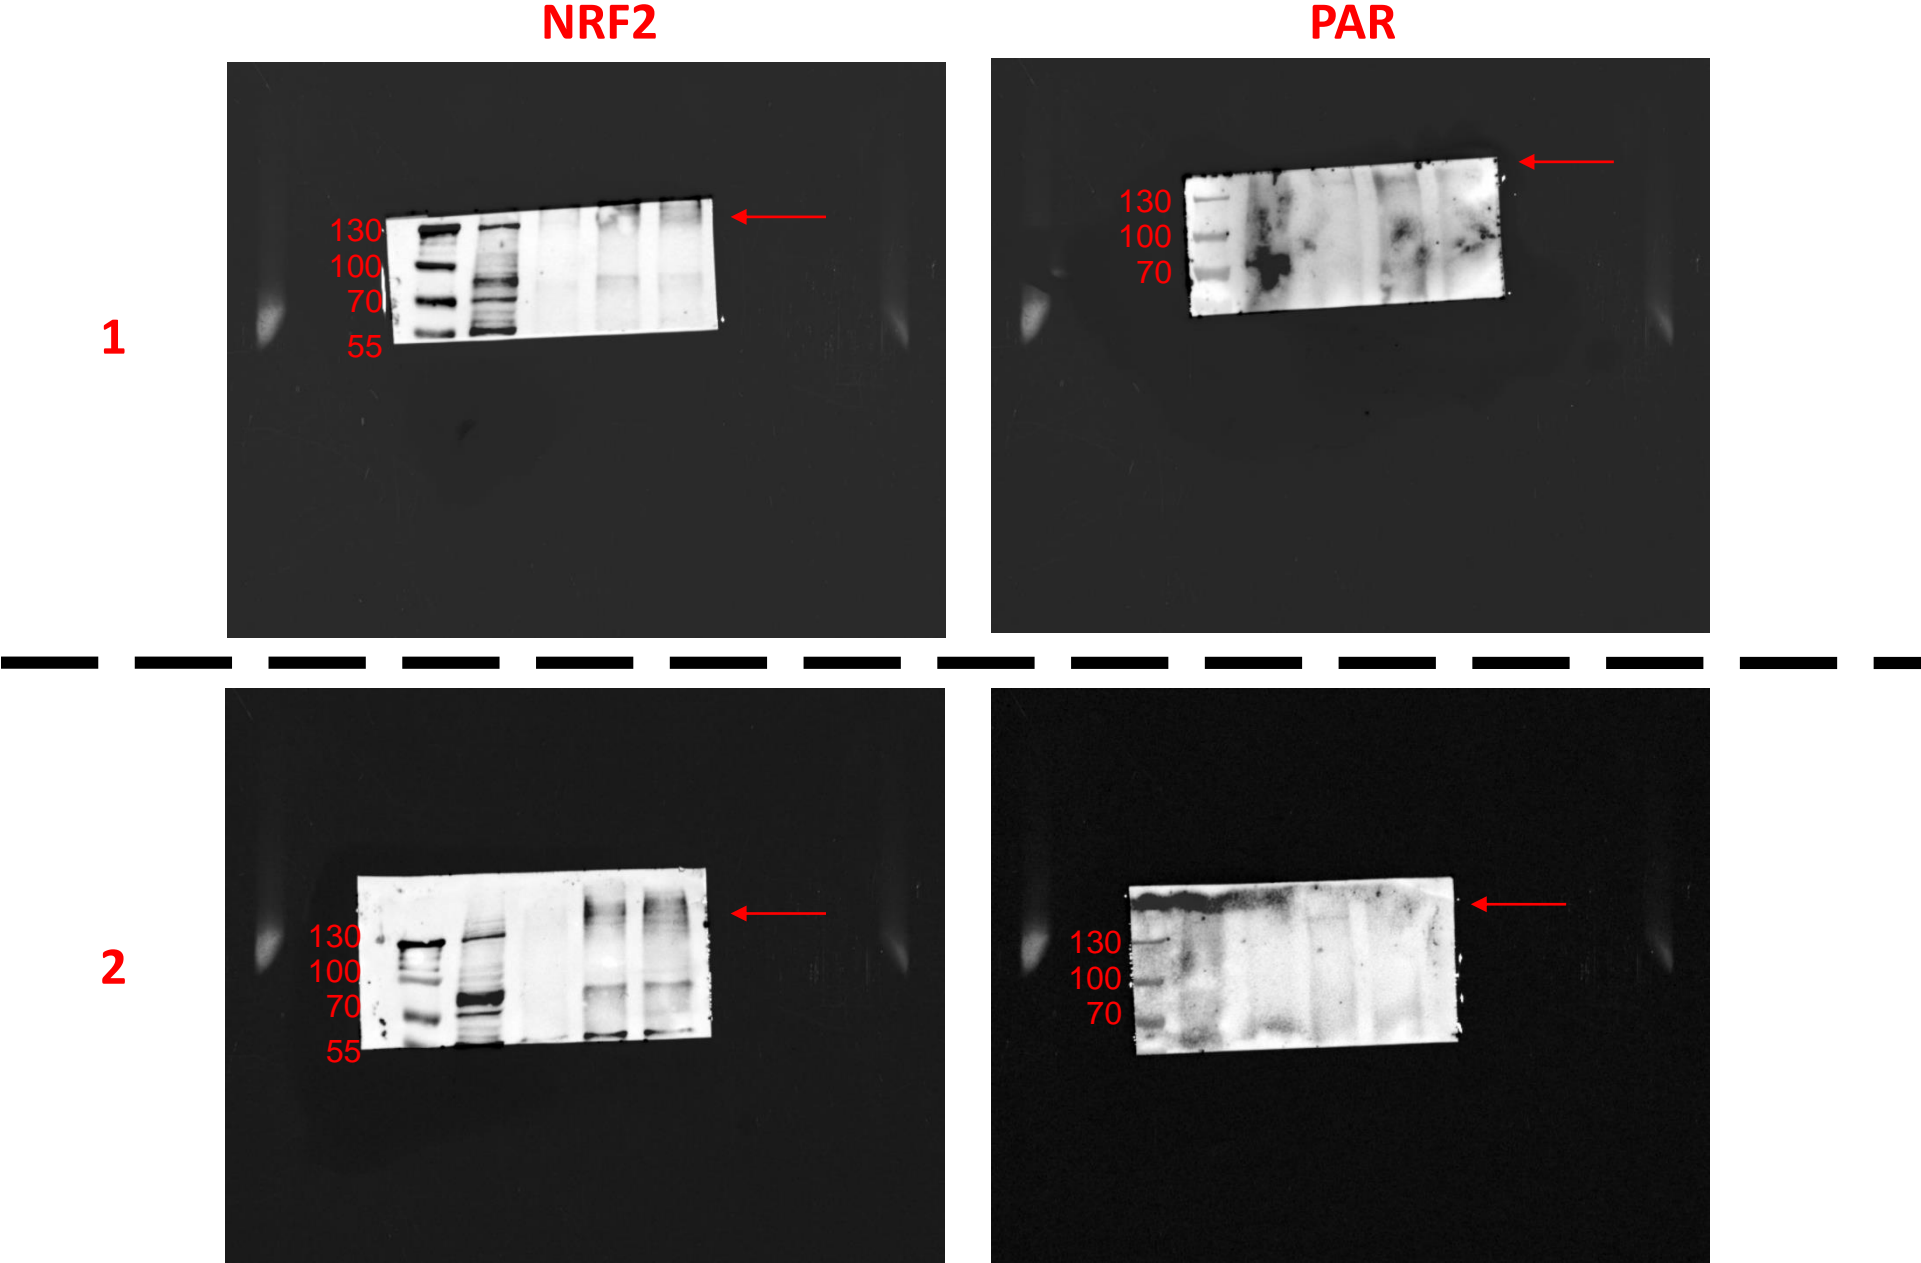

**Fig. 4**

**Anti-NRF2  
(Novus)**

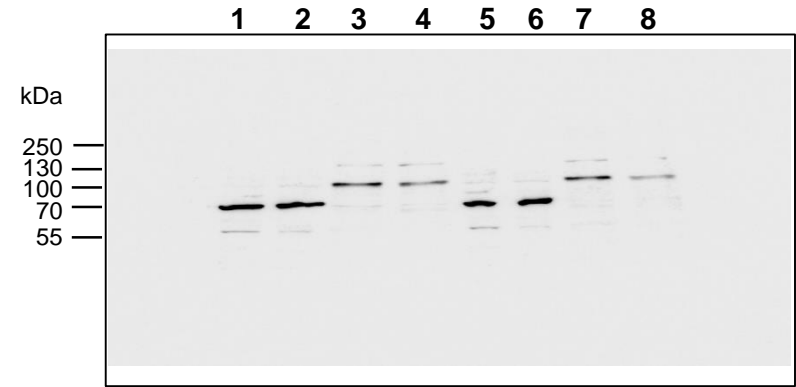

**Anti-GAPDH**

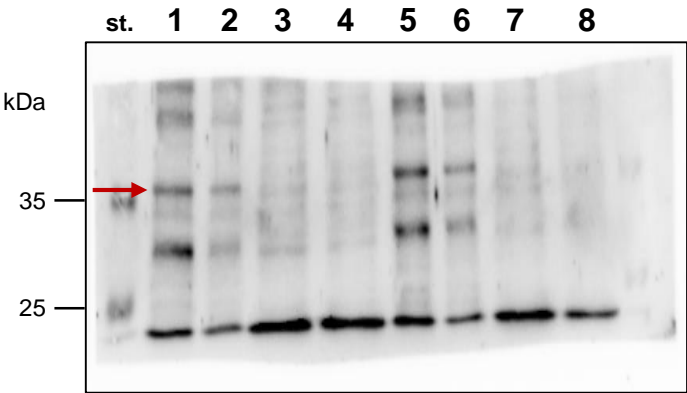

**Anti-NRF2  
(abcam)**

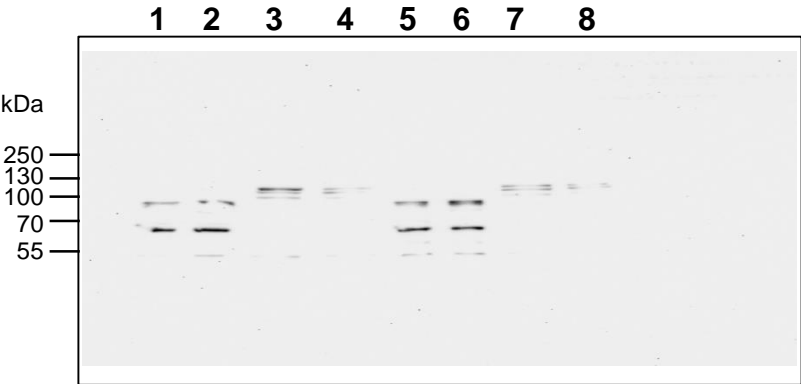

**Anti-Lamin A/C**

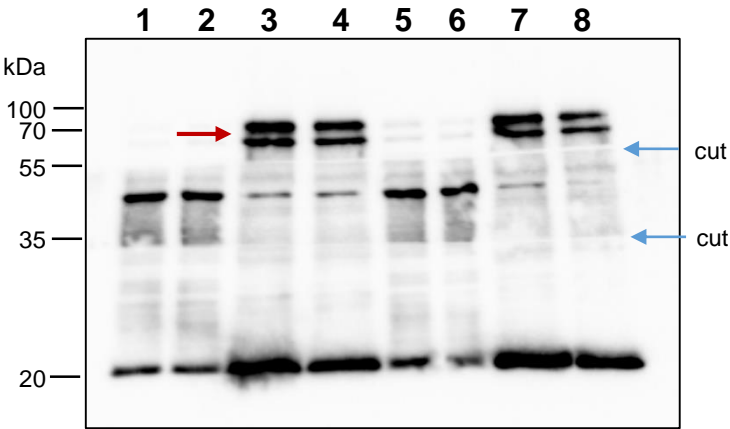

- 1. CTRL scPARP2 cytosol
- 2. CTRL shPARP2 cytosol
- 3. CTRL scPARP2 nucleus
- 4. CTRL shPARP2 nucleus
- 5. Olaparib scPARP2 cytosol
- 6. Olaparib shPARP2 cytosol
- 7. Olaparib scPARP2 nucleus
- 8. Olaparib shPARP2 nucleus

How the deposited data were processed for this re-analysis (not part of the article)

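The data are the expression arrays of C2C12 mouse myoblasts that had received a lentiviral PARP2-specific shRNA (shPARP2) or a scrambled shRNA (scPARP2), with 3 samples of each line and 1 array per sample. The cells, RNA extraction and hybridization are those of the earlier study from which the article took the arrays. The arrays of HepG2 cells and the RT-qPCR, blot and imaging data of the article were not analysed here. No source used here says whether the 3 samples of a line were separate cultures.

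The deposited table holds log2 expression values of 35556 probe sets, which the authors of the arrays made with RMA according to the submitters' processing notes; the software version, array library and annotation are not given in the sources used here. The values run from 1.27 to 14.6, and the quantiles of the 6 arrays are close but not equal. The article's methods retrieve raw data and compute log2 values with limma; here the deposited log2 values were used as they are. Every column of the table matched the label of a sample.

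Gene names came from the platform annotation, which dates from an older release, and were compared with the current symbols of the mouse RefSeq gene table. Of the probe sets, 21789 name 1 gene, 1621 name several genes and 12146 are not named here. Names were taken only from probe sets that name 1 gene, and some items are not reported here. For each of the 19938 genes, the probe set with the highest mean over all 6 arrays was used. A microarray gives no read depth; the precision is set by the number of arrays and, for dim probe sets, by the signal over background.

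The 2 lines were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on the log2 values, no covariate), as in the article's methods, with Benjamini-Hochberg adjustment over all probe sets. The article's text names no threshold for a differentially expressed gene; an adjusted p under 0.05 was used. Standard errors are the moderated ones, and confidence intervals are at 95%. Gene lists were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 27 lists of at least 3 measured genes, and again with an estimated correlation and with fry. The calculation was tested on simulated data with 200 changed genes among 35556 probe sets. At log2 changes of 0.3, 0.6, 1 and 2, the share of 50 genes called was 0%, 42%, 80% and 100%. Of the 117 calls, 6 were unchanged probe sets. Far more probe sets passed on the arrays (6594), which makes the adjusted threshold looser there. The simulated shares therefore do not carry over to the arrays, where Sod2 passed at a log2 fold change of 0.28. In the simulation of camera, 1 of 100 unshifted lists had an unadjusted p under 0.05; its genes vary independently, which genes on the arrays need not do. Figures were drawn with matplotlib 3.10.9.

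The tests, gene lists and alternatives were set before the data were examined, except where the text says otherwise. The lists were the antioxidant genes of Fig. 5A, the NRF2-dependent genes of the article, textbook NRF2 targets, the NRF2 system, the glutathione and thioredoxin system, sources of reactive oxygen species, metallothioneins, the PARP family with ADP-ribose hydrolases, base excision and strand-break repair, cholesterol synthesis, fatty acid synthesis, the mitochondrial respiratory chain, mitochondrial biogenesis and fatty acid oxidation, mitochondrial fission and fusion, glycolysis and hypoxia, muscle differentiation, myoblast identity, cell cycle, p53 targets, interferon response, unfolded protein and amino acid response, heat shock, extracellular matrix, markers of adipocytes, of osteoblasts and chondrocytes, of macrophages and leukocytes and of epithelial and endothelial cells, and the RT-qPCR reference genes. The genes named are those the article names or shows for C2C12 cells, whose directions had been seen; the 10 with the largest and the 10 with the smallest log2 fold change among single-gene probe sets past the test whose lines do not overlap; up to 4 members of each list with the largest change among those past the test, or 2 with the smallest p where none passed; and the reference genes of the RT-qPCR. A few genes outside this rule are marked as chosen after their values were seen.

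The alternatives were quantile normalization, centring of each array on its median, leaving out probe sets with a mean under the 40th percentile, single-gene probe sets only, a trended and robust variance, array weights, the replicate number as a block, an adjusted p under 0.01, a change of at least 1.5-fold, leaving out each array in turn and, for counts within lists, the mean of a gene's probe sets, the sign alone, adjustment over the list alone and an unadjusted p under 0.05. Camera on quantile normalized and on centred values, and the list alternatives for lists other than those of the article, were added after the data were examined. The 6 arrays were also divided in the 10 possible ways into 3 and 3. No genome coordinates were used, and the RefSeq gene table served for names only.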

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

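The sign tests on calls of NRF2 targets adjusted over the list alone, and the use of the counts of probe sets after scaling to weigh the breadth, were chosen after the result was seen; of these, only the counts of probe sets after scaling had been planned as alternatives. What drew attention is expression in shPARP2 cells, against the scPARP2 control line, in gene lists that the article does not test. The article itself names Srxn1 of the textbook NRF2 targets as downregulated in C2C12 cells. Lists were fixed before the data were examined. Of these, 27 were tested with camera and 8 passed, with 1 lower and 7 higher, but none passed with an estimated correlation. Before adjustment, the smallest p-values of camera with an estimated correlation were 0.0126 for textbook NRF2 targets and 0.0404 for cholesterol synthesis. That correlation is estimated from only 6 arrays, so a list that fails there is not shown to be unchanged. Of the 10 splits of the 6 arrays into 3 and 3, 2 gave 8 lists past camera, the real split included; the other splits gave 3 to 8 lists each. Each of them sets 2 arrays of one line and 1 of the other against the rest, so part of the difference between the lines stays in it. The splits are too few for a share under 0.05, and the list tests are given here beside the counts of genes past limma's test.

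Among textbook NRF2 targets more genes fell than rose in shPARP2 cells. Of 29 genes, 26 were measured: 13 fell, 2 rose and 11 did not pass the test, and 19 were lower and 2 higher when adjusted over the list alone. The median log2 fold change was -0.30 (camera, adjusted p = 2.19e-07; adjusted p = 0.340 with an estimated correlation). Nqo1, the quinone reductase, had a log2 fold change of -3.68 (standard error 0.10, adjusted p = 2.44e-05 from limma). The glutathione S-transferases Gsta3 and Gstm1 had log2 fold changes of -3.21 and -2.25, and Blvrb, a biliverdin reductase, one of -1.89. The genes that rose, Cbr3 (1.09) and Me1 (0.41), and the NRF2 targets Hmox1 (0.18, adjusted p = 0.249) and Gclm (-0.06, adjusted p = 0.672) are named after their values were seen; Me1 is also in the list of fatty acid synthesis. In the real split 15 of these targets were called and in the highest of the other splits 0. Thus 1 of 10 splits reached the real value, which is too few splits for a share under 0.05. The other splits mix arrays of both lines in each group, so the difference between the lines widens the spread within groups. Calls are then unlikely in any case, and the 0 is no measure of what chance gives.

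The falls among the NRF2 targets were set against technical and other explanations. A difference in scaling left between the deposited arrays is argued against, since the median of the list was -0.30 after quantile normalization. Centring gave -0.2781, but it moves all genes of an array alike by the small differences between the array medians, so it adds little. The scaling done before the values were deposited was not tested. Cross-hybridization among glutathione S-transferase paralogs is argued against as the source of all the falls in the list, since it cannot reach the probe sets of other genes. The 21 targets without these genes had a median of -0.28, and adjusted over the list alone 14 were lower and 2 higher (exact sign test, p = 0.00418); at the threshold over all probe sets 9 fell and 2 rose (exact sign test set beforehand, p = 0.0654). Loss of AhR signalling alone stays open, since of 17 targets not known as AhR genes, with a median of -0.25, 6 fell and 2 rose (exact sign test set beforehand, p = 0.289). Adjusted over the list alone, 11 of them were lower and 2 higher (exact sign test, p = 0.0225), but which genes AhR leaves alone is known only in part, and Aldh3a1, which AhR also regulates, had a log2 fold change of -4.72. Against this explanation, the AhR genes Cyp1a1, Cyp1a2, Cyp1b1, Ahrr and Tiparp did not pass the test in limma and had a median of -0.07. All these sign tests treat genes as independent, which they are not. Each condition is a single line, so an effect of the silencing and any other difference between the lines were not tested apart and stay open.

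The breadth of the difference between the lines was the other pattern weighed. In the real split 6594 probe sets were called and in the highest of the other splits 0. Thus 1 of 10 splits reached the real value, which is too few splits for a share under 0.05. The difference between the lines widens the spread within the mixed groups of the other splits. Their 0 is therefore no measure of what chance gives. A difference in scaling left between the deposited arrays is argued against, since 6872 probe sets were called after quantile normalization. Of these, 50.7% were higher, as before. After centring 5832 were called, although 56.9% of these were higher. The groups of 42.1% of the genes did not overlap, where chance gives 10% for 3 against 3. Whether the breadth follows from the silencing or from another difference between the lines was not tested.

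Genes of cholesterol synthesis rose together in shPARP2 cells. Of 20 measured genes, 19 rose and none fell, with a median log2 fold change of 1.19 (camera, adjusted p = 1.63e-16; adjusted p = 0.392 with an estimated correlation). Hsd17b7, Idi1, Cyp51 and Hmgcs1, enzymes of the mevalonate and sterol pathway, had log2 fold changes of 2.22, 2.03, 1.77 and 1.75. In fatty acid synthesis 12 of 15 genes rose and none fell, with a median of 0.53 (camera, adjusted p = 5.61e-07; adjusted p = 0.392 with an estimated correlation). Its largest changes were those of Acss2 (1.04), Acly (0.97), Acaca (0.94) and Scd2 (0.83), which make acetyl-CoA, malonyl-CoA and unsaturated fatty acids.

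In muscle differentiation 23 of 35 genes rose and 1 fell, with a median of 0.74 (camera, adjusted p = 1.21e-08; adjusted p = 0.392 with an estimated correlation). Mymk, the fusion factor myomaker, and the troponins Tnnt2 and Tnnc1 had log2 fold changes of 1.89, 1.69 and 1.32, while the transcription factor Mef2c had one of -1.45. In myoblast identity 8 of 16 genes rose and 2 fell, with a median of 0.44 (camera, adjusted p = 0.00845; adjusted p = 0.480 with an estimated correlation). The adhesion proteins Ncam1 (1.63) and Cdh2 (1.53) and the inhibitor of differentiation Id3 (1.54) rose, and Met, the receptor of hepatocyte growth factor, had a log2 fold change of -1.41. In the extracellular matrix 17 of 28 genes rose and 4 fell, with a median of 0.69 (camera, adjusted p = 8.04e-05; adjusted p = 0.602 with an estimated correlation). Tnc (2.36), Postn (1.82) and Col1a1 (1.51) rose, and the collagenase Mmp13 had a log2 fold change of -4.37.

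In the heat shock list 5 of 11 genes rose and none fell, with a median of 0.23 (camera, adjusted p = 0.000481; adjusted p = 0.392 with an estimated correlation); the chaperones Dnajb1, Hsph1 and Hspa1a and the cochaperone Bag3 had log2 fold changes of 2.16, 1.16, 0.80 and 0.76. In glycolysis and hypoxia 8 of 20 genes rose and 1 fell, with a median of 0.22 (camera, adjusted p = 0.0102; adjusted p = 0.392 with an estimated correlation); Pdk1 (0.90), Car9 (0.71) and Ldha (0.53) rose, and Adm, adrenomedullin, had a log2 fold change of -1.08. The number that rose was 3 without scPARP2 replicate 1, 2 or 3, and the call of Pdk1 ended without each of these and without shPARP2 replicate 1 (adjusted p from 0.0584 to 0.0754). Car3, a carbonic anhydrase, had the highest log2 fold change among named genes (4.05, standard error 0.10). The lowest was that of Apela, a ligand of the apelin receptor (-4.80, standard error 0.24), but its mean in shPARP2 cells, 5.31, lay below the lower quartile of each array (5.76 to 5.93), so the size and the rank of its change depend on the background.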

How the results depend on the processing

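PARP2 silencing kept its direction and stayed past the threshold under every alternative run, with log2 fold changes from -1.16 to -1.01 when 1 array was left out. Quantile normalization, centring, the dim filter, single-gene probe sets, the trended variance and the replicate block left the counts of higher and lower probe sets (3345 and 3249) within 1.5 times. They were 1736 and 1589 at an adjusted p under 0.01 and 1458 and 1327 with a change of at least 1.5-fold, which are stricter by construction, and 4941 were lower with array weights (cause not tested). With 1 array left out they ranged from 1842 to 3449 and from 1761 to 3782, with the low counts without an scPARP2 replicate.

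The antioxidant genes (5 lower, 4 higher) numbered 3 and 1 at an adjusted p under 0.01, 15 and 8 by sign alone, 3 to 5 and 1 to 3 with 1 array left out (3 lower without scPARP2 replicate 2), and 1 was higher with at least 1.5-fold. The NRF2-dependent genes (3 and 3) numbered 10 lower by sign alone, 1 higher at an adjusted p under 0.01 or with at least 1.5-fold, and 3 lower and 1 to 3 higher with 1 array left out, with 1 higher without scPARP2 replicate 1 or 3. The textbook NRF2 targets (13 and 2) numbered 23 lower by sign alone, 8 and 1 with at least 1.5-fold, and 10 to 15 lower with 1 array left out; these counts, unlike the others, were added after seeing the data. The cause was not tested where the threshold itself did not change.

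With an estimated correlation none of the 27 lists passed camera: the adjusted p was 0.340 for textbook NRF2 targets, 0.392 for cholesterol synthesis, fatty acid synthesis, glycolysis and hypoxia, muscle differentiation and heat shock, 0.480 for myoblast identity and 0.602 for extracellular matrix. At the preset correlation these 8 lists stayed past the threshold without each array and after both scalings (added later). With fry, which compares no list with other genes, 17 lists passed. Among them were the antioxidant genes (adjusted p = 0.00715) and the NRF2-dependent genes (adjusted p = 0.000358). The study picked the NRF2-dependent genes among those it found changed, so their p-value is not independent evidence. Its methods take the antioxidant genes by their annotation, with Sod1 and Sod2 added. The list tested here, however, is the genes shown in Fig. 5A, and the legend of Fig. 5C speaks of differentially expressed redox genes. Whether the genes shown were also picked by their change on these arrays is not stated. The p-value of this list may therefore not be independent evidence either.

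Same-numbered arrays did not deviate together (correlations -0.05, 0.09 and 0.01), and not every array correlated best with its own number, so the arrays share only a number. The replicate block gave 2455 higher and 2338 lower probe sets, 2 higher antioxidant genes and the same 8 list calls. Of 140 genes named besides Parp2, none changed sign past the threshold; of the 114 called, 2 were not called after quantile normalization, 4 after centring, 11 with the block, 24 at an adjusted p under 0.01, 29 with at least 1.5-fold and 3 to 21 with 1 array left out. Dim probe sets limit what can be seen: the filter at the 40th percentile removed 5 of the 23 antioxidant genes, leaving 18.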

Differences from the paper's values

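For the NRF2-dependent genes the paper's count is 9 lower over both cell lines, and 3 of its 14 genes were lower in C2C12 cells here at an adjusted p under 0.05; the paper's text states no threshold for this count. Among the alternatives set before the data were examined, the count by sign alone (10) was within 1.5 times of the paper's; every other one was not, with 3 or 4 genes. For the antioxidant genes, the paper places about 16 lower and about 10 higher genes for C2C12 cells in Fig. 5C, read by eye, against 5 lower and 4 higher here, over the 23 of 26 genes measured. By sign alone the counts were 15 and 8; no other alternative came within 1.5 times.

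The paper's RT-qPCR of other samples gives PARP2 mRNA in shPARP2 cells at about 0.24 of the scPARP2 level in Fig. 1A, read by eye. On the arrays the ratio was 0.476 ± 0.0509 (SD, n = 3), and no alternative came within 1.5 times (0.449 to 0.495). The RT-qPCR gives MAFK mRNA at about 1.0 of the scPARP2 level in Fig. 1, read by eye. On the arrays it was 2.33 ± 0.391 (SD, n = 3), and again no alternative came within 1.5 times. The alternatives rescale or refit the same array values, so they do not test a difference between the methods. The ratios of Nfe2l2 (0.937), Keap1 (0.781) and Mafg (0.835) on the arrays were within 1.5 times of those read from the figure. The figure's ratios, read by eye, were about 0.9, 1.1 and 0.84. Keap1 thus lay above the scPARP2 level in the figure and below it on the arrays.

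The paper reports that KEAP1, MAFG and MAFK mRNA did not differ between the lines and that the MAFF transcript was not detected by RT-qPCR. On the arrays Keap1 had a log2 fold change of -0.36 (adjusted p = 0.0154 from limma; 0.0605 to 0.0757 without an scPARP2 replicate), Mafg one of -0.26 (0.0492; 0.0598 after centring and 0.079 to 0.182 without each array but shPARP2 replicate 3) and Mafk one of 1.22 (0.0013). Maff read 8.58 ± 0.05 in scPARP2 and 10.06 ± 0.05 in shPARP2 cells (SD, n = 3 arrays each), a log2 fold change of 1.48 (adjusted p = 8.7e-05 from limma). As in the paper, Nfe2l2 did not pass the test (-0.09, adjusted p = 0.47).

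Of the directions in Fig. 5C, 21 of the 23 measured genes had the same sign here and so did all 9 genes past the test; Kdm3b (0.01) and Apoa4 (-0.0015) had the other sign and did not pass. The paper counts Cat, Fam213a, Fabp1, S100a9, Prdx1 and Prdx3 as downregulated and S100a8 as upregulated in C2C12 cells; none of them passed the test on its brightest probe set. Prdx1 passed on its other probe set and, on the brightest, when dim probe sets were left out, among single-gene probe sets only, with array weights, with a trended and robust variance, adjusted over the list alone and at an unadjusted p under 0.05. The paper puts the changes at 1.5-fold to 2-fold, as in its RT-qPCR; of the 9 genes past the test, 3 lay between 1.5-fold and 2-fold, 4 below and 2 above.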

Other observations

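Within the NRF2 system, 3 of 10 genes rose and 2 fell in shPARP2 C2C12 cells. The small MAF genes Maff and Mafk had log2 fold changes of 1.48 and 1.22, and Cul3, the ubiquitin ligase subunit that works with KEAP1, one of 0.46. Keap1 and Mafg had log2 fold changes of -0.36 and -0.26 and lost their calls without any one of the scPARP2 replicates (adjusted p from 0.0605 to 0.182), and Mafg also after centring (0.0598). In the glutathione and thioredoxin system 3 of 19 genes rose and 3 fell: Glrx3 (0.96) and Gpx3 (0.58) rose, and Gpx4, which reduces lipid hydroperoxides, and Gpx8 had log2 fold changes of -0.70 and -0.60. Of 17 genes for sources of reactive oxygen species, 2 rose and 3 fell: the NADPH oxidase Nox4 (1.21) and Maob (0.81) rose, while the aldehyde oxidase Aox1 and Maoa had log2 fold changes of -1.75 and -1.03. None of the 4 metallothioneins passed the test in limma; Mt2 had a log2 fold change of -0.16 (adjusted p = 0.193) and Mt4 one of -0.10 (adjusted p = 0.515). In the list of the PARP family, which also holds the ADP-ribose hydrolases Parg and Adprhl2, 1 of 15 genes rose and 3 fell: besides Parp2, Parp8 and Parp10 had log2 fold changes of -1.05 and -0.92, and Parp6 one of 0.27, whose call ended without any one of the scPARP2 replicates or shPARP2 replicate 1 (adjusted p from 0.0554 to 0.129). Parp1, named after its value was seen, had a log2 fold change of -0.06 (adjusted p = 0.673).

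Ppargc1a, the coactivator of mitochondrial biogenesis, was among the 10 most lowered genes, with a log2 fold change of -3.72 (standard error 0.10, adjusted p = 2.44e-05 from limma). In the list of mitochondrial biogenesis and fatty acid oxidation 4 of 19 genes fell and 3 rose, with Pdk4 (-1.45) and Acadm (-0.64) lower and Hadhb (0.53) higher. In the respiratory chain 4 of 27 genes fell and 1 rose, with log2 fold changes of -0.44 for Ndufa4, -0.42 for Ndufb5, -0.40 for Atp5pb and 0.30 for Ndufb8. In fission and fusion 1 of 12 genes fell, Mfn1 (-0.80), and 3 rose, Dnm1l (0.50), Mfn2 (0.49) and Yme1l1 (0.27). The calls of Ndufa4, Atp5pb, Ndufb8 and Yme1l1 ended without any one of the scPARP2 replicates (adjusted p from 0.0577 to 0.137). None of these lists passed camera (adjusted p of 0.855, 0.419 and 0.581).

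In base excision and strand-break repair 3 of 24 genes fell and 2 rose, with log2 fold changes of -0.79 for Xrcc5, -0.58 for Neil1, -0.50 for Fen1 and 0.38 for Polb. In the cell cycle list 4 of 25 genes rose, Rrm2 (1.59), Ccne2 (0.87), Mcm4 (0.53) and Pcna (0.50), and 2 fell. Of 18 p53 targets 5 rose, among them Eda2r (1.04), Ei24 (0.69) and Btg2 (0.66), and 2 fell, among them Trp53inp1. Of 23 genes of the interferon response 2 fell, Ifih1 (-0.79) and Ifit2 (-0.67), and 1 rose, Tap1 (0.44). In the unfolded protein and amino acid response 3 of 21 genes rose, Atf3 (1.33), Herpud1 (0.73) and Psat1 (0.43), and 1 fell, Ddit3 (-0.34). Fen1, Polb, Mcm4, Btg2, Ifit2, Tap1 and Ddit3 lost their calls without any one of the scPARP2 replicates (adjusted p from 0.0566 to 0.137). Fen1 also lost its call after quantile normalization (0.0744) and centring (0.082), and Mcm4 and Ifit2 after centring (0.073 and 0.0701). Without shPARP2 replicate 2 the repair list (adjusted p = 0.0389) and the interferon list (0.00231) passed camera, as did the cell cycle list without shPARP2 replicate 3 (0.00711) and the p53 list without scPARP2 replicate 1 or shPARP2 replicate 1 (0.0493 and 0.0319); with all arrays their adjusted p-values were 0.332, 0.135, 0.332 and 0.0544. The unfolded protein list had an adjusted p of 0.445 in camera.

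Markers of other cell types gave few calls. Of 10 adipocyte markers 2 fell, Lpl (-1.99) and Cebpa (-1.16), and none rose. Of 7 osteoblast and chondrocyte markers 1 fell, Sox9 (-1.73), and of 11 macrophage and leukocyte markers 1 fell, Cd68 (-0.72). None of the 10 epithelial and endothelial markers passed the test in limma; Tek had a log2 fold change of -0.31 (adjusted p = 0.105, and 0.0437 after quantile normalization) and Vwf one of -0.19 (adjusted p = 0.133). The RT-qPCR reference genes did not pass the test either, with log2 fold changes of -0.18 for Rplp0 (adjusted p = 0.11) and 0.04 for Ppia (adjusted p = 0.746); Rplp0 passed when dim probe sets were left out (0.0488), with array weights (0.035) and with a trended and robust variance (0.00925). Sirt1, and Srebf1 and Srebf2, which encode the SREBPs, belong to factors the paper mentions from earlier work, and had log2 fold changes of 0.48 (adjusted p = 0.0128; 0.0532 and 0.0632 without scPARP2 replicate 2 and 3), 0.38 (adjusted p = 0.00803; 0.0537 without scPARP2 replicate 3) and 0.21 (adjusted p = 0.0533; past the test with a dim filter, single-gene probe sets, array weights or a trended variance).

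Besides Apela, Mmp13 and Ppargc1a, the most lowered genes were Aldh3a1, an aldehyde dehydrogenase (-4.72), Edil3 (-4.31), Rnf128 (-4.10), Ccdc3 (-4.00), Rorb (-3.90), Rbpms (-3.78) and Lbp (-3.73). Besides Car3, the most raised genes were Trabd2b (3.46), Tpsab1 (3.11), Sfrp2 (3.08), the cytokine Il6 (3.07), Mapk4 (3.02), Plat (2.99), Slc9a7 (2.99), C1qtnf3 (2.94) and Fmod (2.91). The means of Edil3 in shPARP2 cells (5.60) and of Il6 and Maob in scPARP2 cells (5.89 and 5.46) lay below or within the range of the arrays' lower quartiles, so the sizes of these changes depend on the background. In the real split 9 antioxidant genes of Fig. 5A and 6 NRF2-dependent genes were called, and in the highest of the other splits 0 and 0. For each, 1 of 10 splits reached the real value, which is too few splits for a share under 0.05. The other splits mix the lines, which widens the spread within groups, so their 0 is no measure of what chance gives.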
